# Inhibition of RUNX2 Transcriptional Activity Blocks the Proliferation, Migration and Invasion of Epithelial Ovarian Carcinoma Cells

**DOI:** 10.1371/journal.pone.0074384

**Published:** 2013-10-04

**Authors:** Zhi-Qiang Wang, Mamadou Keita, Magdalena Bachvarova, Stephane Gobeil, Chantale Morin, Marie Plante, Jean Gregoire, Marie-Claude Renaud, Alexandra Sebastianelli, Xuan Bich Trinh, Dimcho Bachvarov

## Abstract

Previously, we have identified the RUNX2 gene as hypomethylated and overexpressed in post-chemotherapy (CT) primary cultures derived from serous epithelial ovarian cancer (EOC) patients, when compared to primary cultures derived from matched primary (prior to CT) tumors. However, we found no differences in the RUNX2 methylation in primary EOC tumors and EOC omental metastases, suggesting that DNA methylation-based epigenetic mechanisms have no impact on RUNX2 expression in advanced (metastatic) stage of the disease. Moreover, RUNX2 displayed significantly higher expression not only in metastatic tissue, but also in high-grade primary tumors and even in low malignant potential tumors. Knockdown of the RUNX2 expression in EOC cells led to a sharp decrease of cell proliferation and significantly inhibited EOC cell migration and invasion. Gene expression profiling and consecutive network and pathway analyses confirmed these findings, as various genes and pathways known previously to be implicated in ovarian tumorigenesis, including EOC tumor invasion and metastasis, were found to be downregulated upon RUNX2 suppression, while a number of pro-apoptotic genes and some EOC tumor suppressor genes were induced.

Taken together, our data are indicative for a strong oncogenic potential of the RUNX2 gene in serous EOC progression and suggest that RUNX2 might be a novel EOC therapeutic target. Further studies are needed to more completely elucidate the functional implications of RUNX2 and other members of the RUNX gene family in ovarian tumorigenesis.

## Introduction

Epithelial ovarian cancer (EOC) is a disease that is responsible for more cancer deaths among women in the Western world than all other gynecologic malignancies [1]. EOC lethality primarily stems from the inability to detect the disease at an early, organ-confined stage, and the lack of effective therapies for advanced-stage disease [2]. Indeed, despite treatment improvements [3], the majority of women continue to present at advanced stages with a 5-year survival rate of less than 40%. The currently established therapy of ovarian cancer includes radical surgical tumor debulking and subsequent platinum plus paclitaxel–based chemotherapy (CT). However, a significant risk of recurrence and resistance to therapy remains and when this occurs, ovarian cancer is currently incurable [4]. So there is a need for new therapeutic targets and a better understanding of the mechanisms involved in the spread of ovarian carcinoma.

It is well established that cancer invasion and metastasis still represent the major causes of the failure of cancer treatment. Approximately 70% of patients with advanced-stage EOC have widespread intraperitoneal metastases, including the formation of malignant serous effusions within the peritoneal cavity [1]. Pleural effusions constitute the most frequent site of distant metastasis (FIGO stage IV disease). Unlike the majority of solid tumors, particularly at the primary site, cancer cells in effusions are not amenable to surgical removal, and failure in their eradication is one of the main causes of treatment failure. Thus, management of the metastatic disease becomes a crucial problem for the treatment of EOC. One possible way to resolve this problem is to target metastasis-specific pathways with novel therapies. Hence, focused identification of novel pro-metastatic target pathways and molecules could enhance the chances of discovering new and effective therapies.

Recently, the importance of epigenetic perturbation of gene regulation in cancer [5], including EOC [6], has begun to be more fully appreciated. The most studied epigenetic alteration is DNA methylation, the addition of a methyl moiety to the cytosine-5 position within the context of a CpG dinucleotide, mediated by DNA methyltransferases [5]. In cancer, promoter hypermethylation often leads to inactivation of different tumor-suppressing genes and is associated with many important pathways involved in cancer progression [7] and the development of resistance to chemotherapy (CT) [8]. The role of DNA hypomethylation in carcinogenesis is less studied. Similar to other malignancies, aberrant DNA methylation, including global hypomethylation of heterochromatin and local CpG island methylation, occurs in EOC and contributes to ovarian tumorigenesis and mechanisms of chemoresistance [6].

Using an epigenomic approach (methylated DNA immunoprecipitation coupled to CpG island tiling arrays) we have recently shown that DNA hypermethylation occurs in less invasive/early stages of ovarian tumorigenesis, while advanced disease was associated with DNA hypomethylation of a number of oncogenes, implicated in cancer progression, invasion/metastasis and probably chemoresistance [9]. In this study we have also shown, that the RUNX1 and RUNX2 transcription factors were hypomethylated and overexpressed in primary cell cultures (PCCs) derived from post-CT tumors of two serous EOC patients, when compared to PCCs derived from matched primary (pre-CT) tumors [9].

The RUNX gene family comprises the RUNX1, RUNX2 and RUNX3 transcription factors, each of which is capable of forming heterodimers with the common CBFβ cofactor (a non-DNA-binding partner), as components of the core-binding factor (CBF) complex [10]. These transcription factors can activate or repress transcription of key regulators of growth, survival and differentiation pathways [11]. Although the RUNX family members share considerable amino acid identity and display some overlapping functions, they nevertheless appear to have distinct biological functions during development, with each of the three corresponding RUNX knockout mice displaying highly distinct phenotypic abnormalities. RUNX1 is essential for definitive hematopoiesis, megakaryocyte maturation, T- and B-cell lineages and neuronal development [12], [13]. RUNX2 is essential for osteogenesis [14]. RUNX3 has essential roles in neurogenesis [15], TGF-β signaling and dendritic cell maturation [16]. RUNX factors are increasingly linked to various human cancers, as they could function both as tumor suppressor genes (TSGs) and dominant oncogenes in a context-dependent manner (reviewed in [17]). RUNX3 is generally considered as a TSG in human neoplasia as a multitude of epithelial cancers exhibit inactivation of RUNX3 [18], including ovarian carcinoma [19], although oncogenic function of RUNX3 in EOC was also suggested [20]. The importance of RUNX1 in hematopoiesis and its TSG function in leukemia are well established [21], although RUNX1 gene amplifications and gain-of-RUNX1 function mutations have been postulated to have leukemogenic effects [22], [23]. Similarly, recent studies in solid tumors present contrasting roles of RUNX1 as either TSG or oncogene (reviewed in [21]). The implication of RUNX1 in EOC tumorigenesis is currently unknown, although it was shown that in conjunction with some matrix metalloproteinases (MMP-2 and -9) RUNX1 could contribute to the invasive stage of endometrial and ovarian endometrioid carcinomas [24]. We have recently shown that RUNX1 is significantly overexpressed in serous EOC tumors, although DNA hypomethylation was not significantly associated with its induction in advanced (metastatic) stage of the disease [25]. Moreover, RUNX1 expression was associated with increased EOC cell proliferation, migration and invasion, suggesting for a strong oncogenic potential of the RUNX1 gene in EOC progression [25].

Similar to RUNX1, the strongest evidence for a pro-oncogenic function for RUNX2 comes from studies in lymphoma/leukemia models [26]; however RUNX2 was also shown to play a role in invasive bone [27], breast [28], prostate [29], thyroid [30] and pancreatic cancer [31]. Lately, RUNX2 expression was also associated with EOC tumor progression and poor prognosis [32]. This prompted us to investigate if RUNX2 is induced due to hypomethylation in advanced EOC and whether the RUNX2 gene is functionally implicated in EOC tumorigenesis, including disease progression and response to treatment. Here we show that, similar to RUNX1, the RUNX2 gene is functionally involved in EOC cell proliferation, migration and invasion. However, we also demonstrate that RUNX1 and RUNX2 employ molecular mechanisms in EOC dissemination that are specific for each gene.

## Materials and Methods

### Ethics statement

This study obtained approval from the Clinical Research Ethics Committee of the Hotel-Dieu de Quebec Hospital and patients gave written consent for tissue collection and analyses.

### Patients and tissue specimens

Snap frozen and formalin-fixed paraffin-embedded (FFPE) tissues of 117 serous EOC tumors were provided by the Banque de tissus et de données of the Réseau de recherche sur le cancer of the Fonds de recherche du Québec - Santé at the Hotel-Dieu de Quebec Hospital, Quebec, Canada, which is affiliated with the Canadian Tumor Repository Network. These clinical specimens included 13 borderline, or low-malignant potential (LMP) tumors, 52 high-grade adenocarcinomas and 52 omental metastases. None of the patients received chemotherapy before surgery (see Table 1 and Table S1 for detailed clinicopathological characteristics). All tumors were histologically classified according to the criteria defined by the World Health Organization [33]. The CT treatment was completed for all patients and the response to treatment was known. Disease progression was evaluated following the guidelines of the Gynecology Cancer Intergroup [33]. Progression free survival (PFS) was defined as the time from surgery to the first observation of disease progression, recurrence or death. Thirteen normal ovarian samples and 13 normal uterine smooth muscle samples were derived from women subjected to hysterectomy with oophorectomy due to non-ovarian pathologies.

**Table 1:** Patients' characteristics.

Variable	Range	n/total	%
Age (years)	<50	18/130	14.0
	50–69	66/130	50.9
	>70	46/130	35.1
Median age	64		
Tissue/tumor type	Normal	13/130	10.0
	LMP	13/130	10.0
	High-grade	52/130	40.0
	OM	52/130	40.0
Stage	III (A, B and C)	69/130	53.0
	IV	30/130	23.0
PFS (months)*	0–6	43/99	43.4
	7–24	35/99	35.4
	>25	21/99	21.2

* Extended follow-up, including PFS values, were available for 99 patients.

### Cell cultures

The EOC cell lines OVCAR3, SKOV3 and C13 were purchased from American Tissue Type Collection (Manassas, VA); OV-90, OV2008, TOV-112 and TOV-21 cell lines were a kind gift from Dr. Anne-Marie Mes-Masson (Montreal University) [34], while A2780s and A2780cp cell lines were a kind gift from Dr. Benjamin Tsang (Ottawa University) [35]. The cell lines were passaged in different culture media supplemented with 10% fetal bovine serum, as described previously [36].

### Bisulfite sequencing PCR (BSP) analysis

BSP analysis was performed, as previously described [37], [38]. Briefly, genomic DNAs from primary and metastatic EOC tumor specimens were isolated using the Qiagen DNeasy Blood and Tissue Kit. Bisulfite modification of genomic DNAs was done using the Methyl Detector kit (Active Motif, Carlsbad, CA). For BSP, a 285-bp fragment was amplified using primer pairs specific for bisulfite-modified sequences but not harboring CpGs, located at nt −2816 (GGTTTGGTTAAATGGGTTT) to nt −2531 (ACCCTTCCTCCATACACTACTC) upstream of the RUNX2 transcription start (ATG) codon. BSP primer selection was performed using the Methyl Primer Express Software v1.0 (Applied Biosystems). PCR was done for 35 cycles (94°C, 30 s; 60°C, 50 s; 72°C, 1 min). PCR products were sent for dideoxy-sequencing analysis at the Genomics Analysis Platform at Laval University (http://www.bioinfo.ulaval.ca/seq/en/).

### Tissue microarrays (TMAs) construction and immunohistochemistry (IHC)

TMAs were constructed, as previously described [39]. Briefly, one representative block of each ovarian tumor and normal ovarian tissue was selected for the preparation of the tissue arrays. Three 0.6 mm cores of tumor were taken from each tumor block and placed, 0.4 mm apart, on a recipient paraffin block using a commercial tissue arrayer (Beecher Instruments, Sun Prairie, WI). The cores were randomly placed on one of two recipient blocks to avoid IHC evaluation biases. Four micron thick sections were cut for the hematoxylin-eosin (HE) staining and IHC analyses.

IHC was performed, as previously described [37]–[39]. Briefly, 4 µm tissue sections were deparaffinized and then heated in an autoclave for 12 min to retrieve the antigenicity before blocking with endogenous peroxidase. Following treatment with 3% H_2_O_2_ for 10 min to quench the endogenous peroxidise activity, sections were incubated with anti-RUNX2 antibody (1∶100 dilution) (Santa Cruz Biotechnology; sc-101145) at room temperature for 2 hours. Sections were then incubated with a biotinylated secondary antibody (Dako, Carpinteria, CA) and then exposed to a streptavidin complex (Dako, Carpinteria, CA). Complete reaction was revealed by 3-3′ diaminobenzidine and slides were counterstained with hematoxylin. RUNX2 protein expression was assessed by semi-quantitative scoring of the intensity of staining and recorded as absent (0), weak (1+), moderate (2+) or strong (3+). The relationship between RUNX2 expression in serous ovarian carcinomas and normal ovarian tissues was evaluated by the Mann-Whitney test. A significant association was considered when p-value was below 0.05. A Kaplan Meier curve and the log-rank test were performed based on PFS values to test the effect of the intensity of RUNX2 (3, 2 versus 0, 1) on disease progression.

### Short hairpin RNA (shRNA) – mediated RUNX2 knockdown in EOC cells

The shRNA-mediated RUNX2 knockdown in SKOV3 and A2780s cells was done, as previously described [37], [38]. Briefly, a RUNX2 shRNA cloned into the pLKO.1-puro vector was retrieved from the Sigma Mission TRC human 1.5 shRNA library (clone number TRCN0000013655). Viral supernatants were generated by transfecting 293T cells with the shRNA construct and the packaging vectors psPAX2 and pMD2.G (Addgene, Cambridge, MA). The high-titer lentiviral supernatants in the presence of 8 µg/ml polybrene were used to infect SKOV3 and A2780s cells. Two days later, infected cells were treated with puromycin (0,5 µg/ml) for the selection of stably-transduced clones. The pLKO.1-puro vector encoding a scramble sequence not matching any mammalian sequence was used for the generation of mock-transduced (control) clones. Stable clones with inhibited RUNX2 expression were evaluated and validated by semi-quantitative RT-PCR and Western blot.

### Western blot analysis

Western blot analysis was performed as previously described [37], [38]. Briefly, protein lysates were prepared by resuspending cell pellets in Laemmli sample buffer containing 5% β-mercaptoethanol. Protein lysates were separated by 6 to 12% Tris-glycine gel electrophoresis and transferred onto a polyvinylidene difluoride membrane using a semi-dry apparatus (Bio-Rad Laboratories, Hercules, CA). The membrane was blocked with 5% nonfat dry milk in TBST (20 mmol/L Tris-HCl, 0.5 M NaCl, and 0.1% Tween 20), incubated with the anti-RUNX2 mouse monoclonal antibody (1∶500) (Santa Cruz Biotechnology) and anti-β-actin antibody (1∶5000) (Santa Cruz Biotechnology) at 4°C overnight. After 3×15 min washes with TBST (20 mmol/L Tris-HCl, 0.5 M NaCl, and 0.1% Tween 20) at room temperature, the membrane was incubated with horseradish peroxidase-conjugated secondary antibody and detected with ECL solution (Thermo Fisher Scientific, Waltham, MA).

### Cell proliferation assay using impedance measurement with the xCELLigence system

Cell proliferation (cell index) was checked by the xCELLigence Real-Time Cell Analyzer (RTCA) instrument, as previously described [38]. Cells were seeded in triplicate at 2×10^4^ cells/well in the E-Plate 16, a specialized 16-well plate used with the RTCA instrument. Each of the 16 wells on the E-Plate 16 contains an integral sensor electrode array so that cells inside each well can be monitored and assayed. Cell growth was monitored for 24 hours.

### Colony formation assay

Colony formation assay was performed, as previously described [37], [38]. Briefly, EOC cells were seeded at 500 cells per 60 mm culture dish. After 14 days, the dishes were washed twice in PBS, fixed with cold methanol, stained with Coomassie Blue (Sigma-Aldrich) for 5 min, washed with water and air dried. The number of colonies was determined by imaging with a Multimage™ Cabinet (Alpha Innotech Corporation, San Leandro, CA) and using AlphaEase Fc software.

### Cell migration and invasion assays

Cell migration and invasion assay were performed, as previously described [38]. Briefly, RUNX2 shRNA transduced, control (scramble shRNA) and intact SKOV3 and A2780s cells were seeded into the upper inserts of Boyden chambers (Costar, Cambridge, MA) in 0.1% FBS containing medium at a density of 2.5×10^4^ per well, and 600 µl of 1% FBS containing medium was placed in the lower chamber as a chemoattractant. After 24 h at 37°C in 5% CO_2_, the cells were fixed with cold methanol and stained with trypan blue solution. Cells on the upper surface of the filter were removed with cotton buds. Migrated cells on the underside of the filter were photographed and counted by phase contrast microscopy, by selecting 10 random fields per filter (at magnification×40). The experiments were performed in triplicate. Cell invasion was assayed in a similar way, as the 5-µm pore polycarbonate filters were coated with 40 µl of Matrigel™ at concentration of 0.5 mg/ml (BD Biosciences, Franklin Lakes, NJ). Here, 600 µl of NIH3T3 conditioned medium was added in the lower chamber as a chemoattractant. Differences between shRNA-RUNX2-transfected, vehicle-transfected and intact SKOV3 or A2780s cells were determined by a Student's t-test, where *p*<0.05 was considered significant.

### Flow cytometry

Flow cytometry analysis was performed, as previously described [38]. Briefly, 7.5×10^4^ SKOV3 cells were treated with 20 mM hydroxyurea (Sigma) for synchronization at the G1/S boundary. After 16 hours of incubation, cells were washed once with PBS, and resuspended in 1 ml of complete media (time 0). Then, cells were harvested by trypsinization at 0, 3, 6, 9, 24 and 48 h, washed three times with PBS, and fixed with ice–cold 95% ethanol overnight. Cells were washed with PBS (3×) and incubated with propidium iodide (50 µg/ml) (Sigma) in the dark at room temperature for 30 min. Flow cytometric analysis was performed on a Beckman Coulter EPICS XL-MCL analyzer. The cell cycle phase distribution was calculated from the resultant DNA using the cell QuesPro software.

### MTT (cytotoxicity) assay

The MTT cell proliferation assay (Sigma, St-Louis, MS, USA) was used to measure the cell growth inhibition effects of cisplatin and paclitaxel in SKOV3 cell clones suppressing RUNX2, as previously described [37]. Briefly, cell suspensions (at 2×10^4^ cells/ml) were transferred to 96-well plates in triplicates and incubated for 3 days with different drugs' concentrations (ranging between 1 nM and 100 µM). Then, 38 µl of 3-[4,5-dimethylthiazol-2-yl]-2,5-diphenyl-tetrazolium bromide (MTT, 5 mg/ml) was added to each well 4 h before the end of the incubation. After centrifugation and removing the supernatant, 200 µL of dimethyl sulphoxide (DMSO) were added to resolve the crystals and the optical density was measured by microplate reader at 595 nm.

### Gene expression profiling and data analysis

Gene expression analysis was carried out as previously described [36]. Briefly, total RNA was extracted from the shRNA-RUNX2 knockdown clone (cl-sh3) and the corresponding control (mock-transfected) SKOV3 clone. The quality of the RNA samples was examined by capillary electrophoresis using the Agilent 2100 Bioanalyzer (Agilent, Palo Alto, CA). Fluorescently labeled cRNA targets were generated from 0.5 µg of total RNA from each corresponding SKOV3 cell clone, using the Fluorescent Linear Amplification Kit (Agilent) and 10.0 mM Cyanine 3- or 5-labeled CTP (PerkinElmer, Boston, MA), and following user's manual. Cyanine labeled cRNA from the clone suppressing RUNX2 (cl-sh3) was mixed with the same amount of reverse-color cyanine-labeled cRNA from the corresponding control clone and hybridized on the Agilent Whole Human Genome microarrays, containing 44,000 genes. Array hybridization, washing, scanning, data extraction and analyses were performed as previously described [36]. Network analysis of the microarray data was completed using the Ingenuity Pathway Analysis (IPA) software (see http://www.Ingenuity.com). The microarray data have been deposited to GEO database with accession number GSE46477.

### Semi-quantitative duplex RT-PCR (sqRT-PCR)

Analysis of RUNX2 gene expression in stable RUNX2 knockdown clones (shRNA-RUNX2) and the corresponding mock-transfected SKOV3 and A2780 clones was performed by sqRT-PCR as previously described [36], [38]. The 18S ribosomal RNA gene was used as an internal standard. Comparative signal intensity was evaluated using the ImageJ software (http://rsb.info.nih.gov/ij/). Primers were designed for these loci with the sequences freely available from the Entrez Nucleotide database and the Primer3 algorithm for primer design (http://www-genome.wi.mit.edu/cgi-bin/primer/primer3_www.cgi).

### Quantitative PCR (qPCR)

For quantitative PCR validation of the gene erxpression data, total RNA was extracted by RNeasy Plus Mini Kit (QIAGEN) and cDNA was obtained by qScript™ cDNA SuperMix (Quanta BioSciences, Inc.). Primers were designed for these loci with the sequences freely available from the Entrez Nucleotide database and the Primer3 algorithm for primer design (http://www-genome.wi.mit.edu/cgi-bin/primer/primer3_www.cgi). The primers used for qPCR validation are listed in Table 2. PerfeCTa® SYBR® Green FastMix® (Quanta BioSciences, Inc.) was used used according to manufacturer's instructions. PCR reactions were performed on Rotor-Gene RG-3000 Real Time PCR System (GoIndustry DoveBid. com), with endogenous control 18S ribosomal RNA. PCR volume was 20 µL (36-well plate), and conditions were as follow: initial cycle 50°C, 2 min, 95°C, 15 min; 45 cycles at 95°C, 20 s , 60°C, 20 s and 72°C 20 s; final cycle 72°C 30 s . Data were analyzed by the Rotor-Gene software using the comparative ΔΔCt method. The relative copy number was calculated based on the target gene/18S RNA ratio.

**Table 2:** Primers for Quantitative PCR (qPCR).

Gene	Forward	Reverse
PCDH9	ATGGCAACTCTGATCCCAAC	CGGTCATTGAACTGGTTCCT
DEFB1	TGAGAACTTCCTACCTTCTGCTG	GGTCACTCCCAGCTCACTTG
TRPM8	CAAGTGTTGCTGCAAGGAGA	GAGGTGTCGTTGGCTTTTGT
MMP13	TGCAGCTGTTCACTTTGAGG	TGACGCGAACAATACGGTTA
MMP1	CTACACGGATACCCCAAGGA	AACTTTGTGGCCAATTCCAG
IL1A	CAGTGCTGCTGAAGGAGATG	AACAAGTTTGGATGGGCAAC
CXCL12	AGAGCCAACGTCAAGCATCT	CAGAGCTGGGCTCCTACTGT
ALDH1A1	GCATTGCCAAAGAGGAGATT	CACTTACCACGCCATAGCAA
CFH	TGGAAGATGGGATCCAGAAG	TGAGGTGGTTGTGAACATGG
TUBB1	CGAAGGGATGGACATAAACG	TCCTCCGTGACCTCTTCATC
18S RNA	AACCCGTTGAACCCCATT	CCATCCAATCGGTAGTAGCG

## Results

### Analysis of RUNX2 protein expression and DNA methylation status in serous EOC tumors

Previously, we have identified the RUNX2 gene as hypomethylated and overexpressed in post-CT PCCs, derived from two serous EOC patients, when compared to matched PCCs, obtained prior to CT [9]. Here, we further evaluated RUNX2 protein expression by IHC in serous EOC tumors and ovarian normal tissue samples, using TMAs. Our TMAs included triplicate cores of 117 serous EOC tumors, including 13 LMP tumors, 52 high-grade tumors and 52 omental metastases. Thirteen normal ovarian tissue samples and 13 uterine smooth muscle tissues were also included as controls. Table 1 shows the major clinical characteristics of these patients for whom extensive follow-up clinical data (up to 5-years) were available. The patient's age ranged from 41 to 83 years (median: 64 years). High-grade tumors were mainly grade 3 (99%) and stage III (80%). The majority of patients (87%) received a combination of platinum and paclitaxel. The median baseline CA125 was around 800 U/ml. Forty-three percent of the patients had a progression or a recurrence within the first 6 months of follow-up; for 35.4% of the patients the progression-free survival (PFS) interval was in the range of 7 to 24 months, and 21.2% of the patients displayed PFS values higher than 25 months (see Table S1 for detailed clinicopathological characteristics).

Surprisingly, RUNX2 displayed significantly higher expression not only in metastatic tissues (n = 52), but also in 13 LMP and 52 high-grade primary tumors, when compared to 13 normal ovarian tissue samples or 13 normal tissues of other origin (uterine smooth muscle; see Figure 1 and Table S4). Kaplan–Meier survival curves based on RUNX2 expression analyses in cohort of 52 high-grade serous ovarian adenocarcinoma patients displayed no association with PFS (see Figure S1).

**Figure 1:**
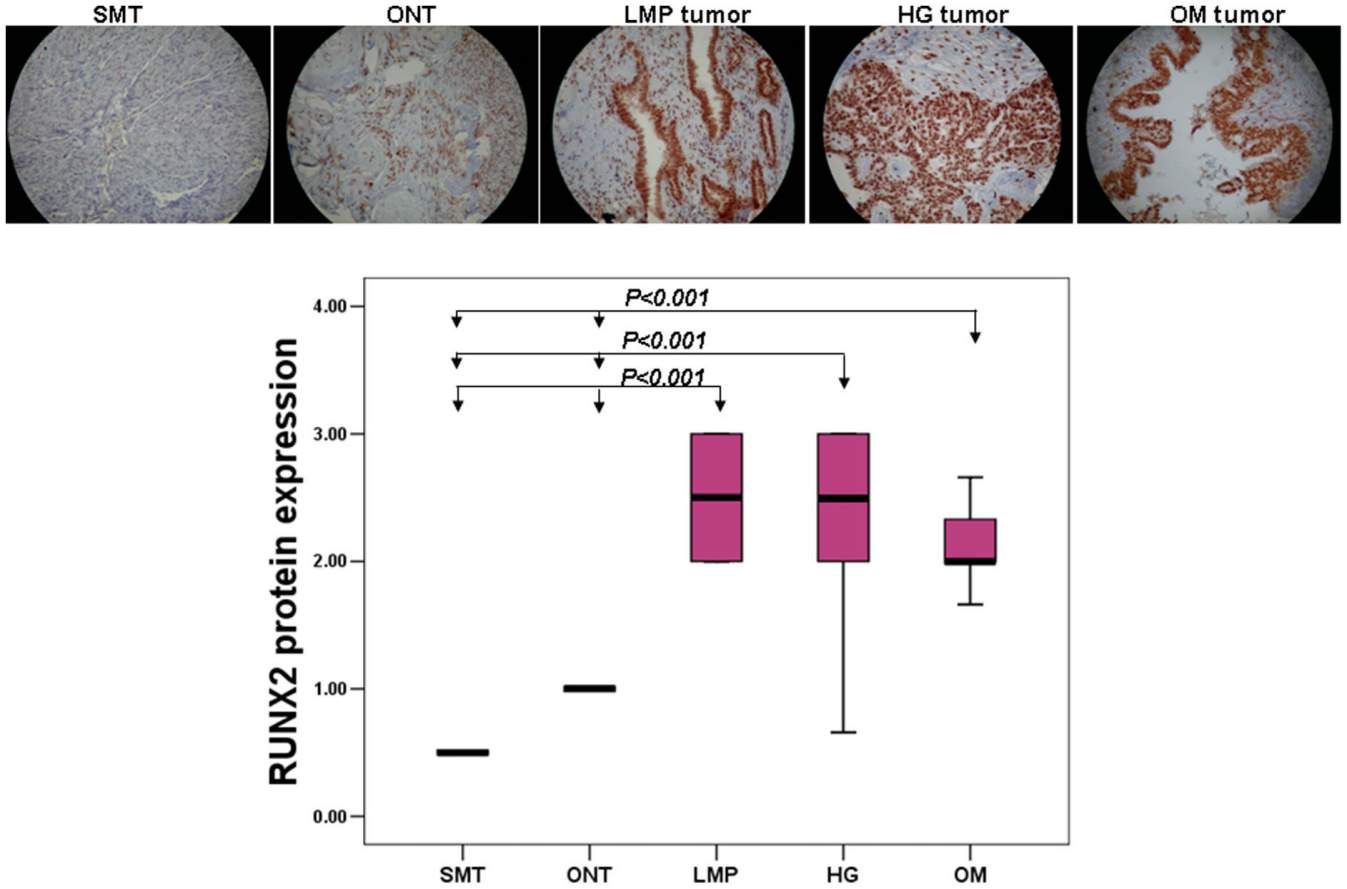
Analysis of RUNX2 expression in serous EOC tumors by IHC. A. Representative IHC images of RUNX2 protein expression in uterine smooth muscle tissues (SMT), normal ovarian tissues (ONT), LMP tumors, high-grade (HG) tumors and omental metastases (OM). B. Box-plot presentation of RUNX2 protein expression levels in SMT, ONT, LMP tumors, HG tumors and OM tumors. See Table S4 for statistical analyses.

We also validated the RUNX2 methylation status in primary tumors and omental metastases. BSP analysis was performed targeting a 285 bp DNA fragment of the proximal promoter (P2) region of RUNX2 gene, stretching between nt −2816 to −2531 upstream of the ATG (start) codon of RUNX2 isoform 3, and containing 12 putative CpG methylation targets (Figure 2; see also Figure S2 for RUNX2 gene structure in relation to these CpG sites). As seen in Figure 2, the BSP analysis displayed no specific RUNX2 hypomethylation in metastatic tissues, compared to primary EOC tumors. These findings suggest that the DNA hypomethylation has no impact on RUNX2 expression in advanced (metastatic) stage of the disease. No differences were also observed when comparing RUNX2 methylation status between primary EOC tumors and normal ovarian tissue samples (see Figure S3).

**Figure 2:**
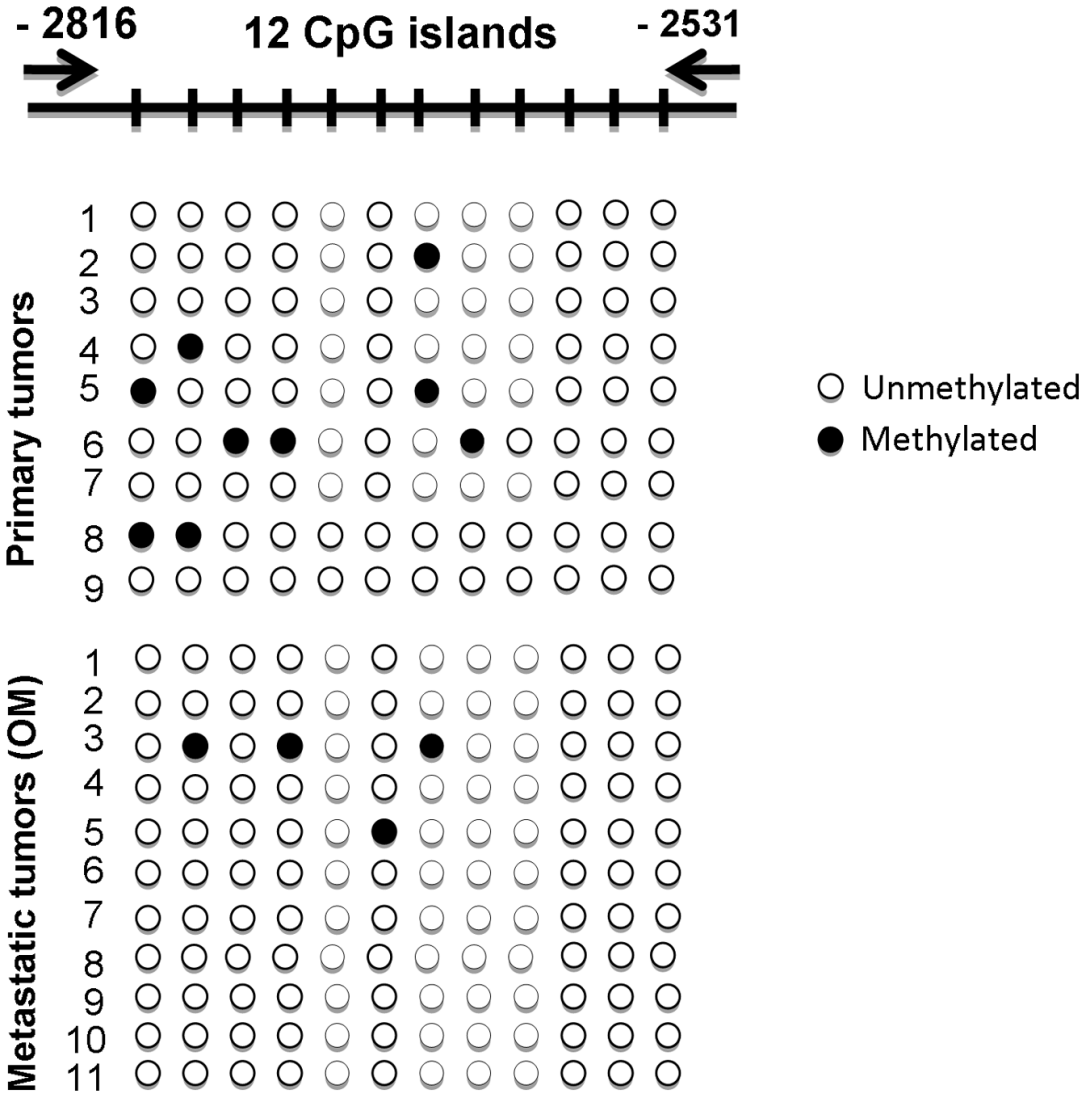
BSP analysis of the methylation status of RUNX2 in grade 3 primary serous EOC tumors compared to omental metastases. Filled circles represent methylated CpGs and open circles represent unmethylated CpGs. CpG plot of the analyzed region is also presented (CpGs are displayed with vertical marks). The indicated positions on the CpG plot represent the number of nucleotides stretching upstream of the first exon of the RUNX2 gene.

### Phenotype analysis of RUNX2 suppression in EOC cells: possible implications in EOC cell proliferation, migration and invasion

Next, we verified whether shRNA-mediated RUNX2 gene knockdown could produce any cancer-related phenotypic changes in EOC cells. We tested several EOC cell lines for endogenous RUNX2 expression by sqRT-PCR and Western analysis (see Figure S4). Among these, the SKOV3 and the A2780s cell lines displayed strong RUNX2 expression and were further used to generate stable RUNX2 knockdown clones using the shRNA approach. Clone selection for further analyses was based on sqRT-PCR and Western blot validation of the RUNX2 gene/protein expression in selected clones, compared with non-silencing -transfected clones. Among the clones analyzed, the SKOV3 shRNA-RUNX2 knockdown clones 3 (cl-sh3) and 6 (cl-sh6) and the A2780s clones sh1 and sh2 displayed significant decrease of RUNX2 mRNA and protein expression levels compared to the mock-transfected control (see Figure 3 and Figure S5) and were selected for further analyses.

**Figure 3:**
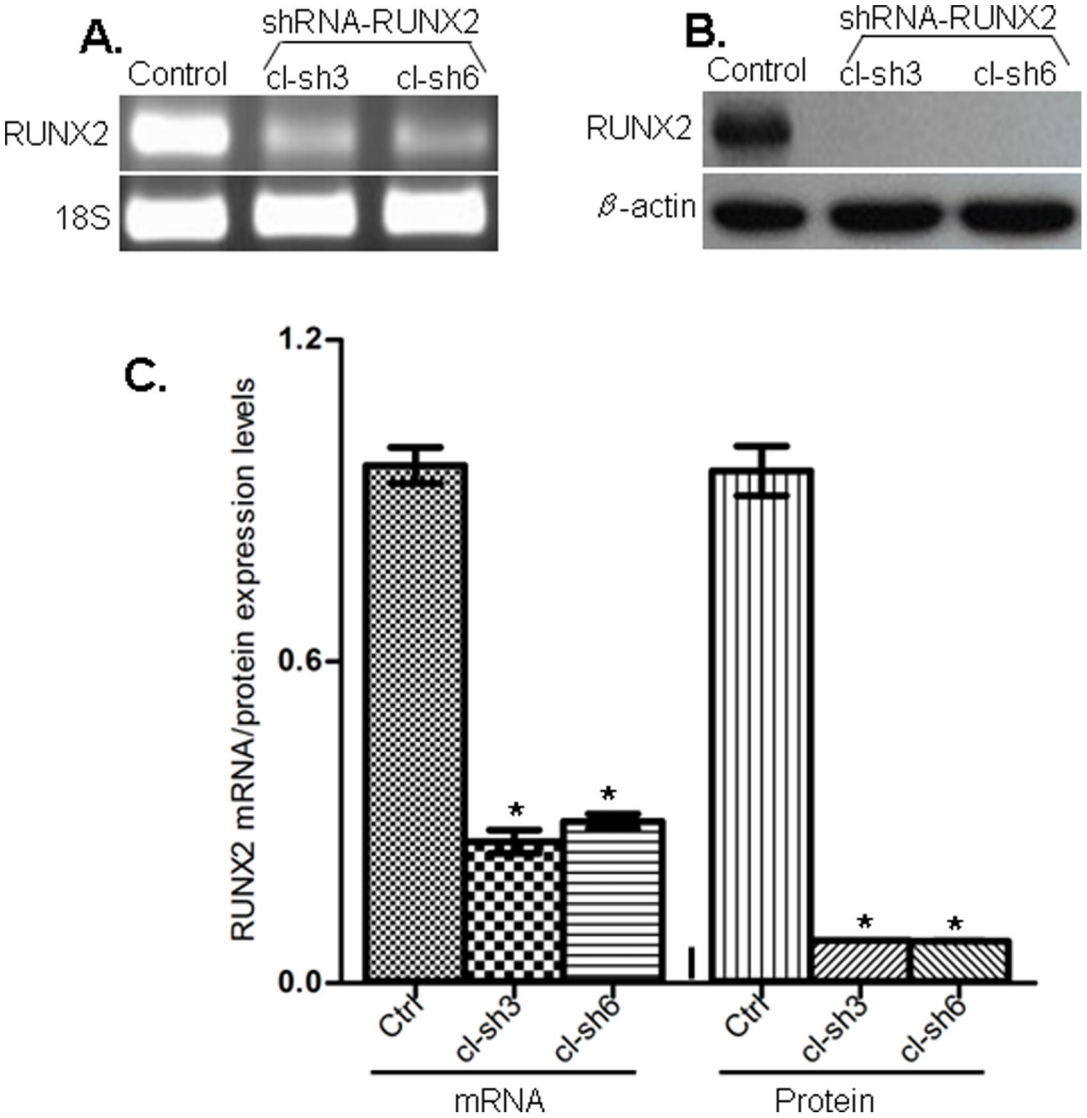
Analysis of RUNX2 expression in SKOV3 cells. A. Semi-quantitative duplex RT-PCR analysis of RUNX2 mRNA expression levels in the shRNA-RUNX2 clones 3 and 6, compared to the mock-transfected control clone. Displayed are images of representative results following sqRT-PCR analysis. The 18S ribosomal RNA gene was used as internal standard. B. Western-blot analysis of RUNX2 protein expression in the shRNA-RUNX2 clones cl-sh3 and cl-sh6, compared to the mock-transfected clone (ctrl). β-actin was used as a loading control. C. Densitometric analysis of RUNX2 mRNA/protein expression levels in the clones sh3 and sh6, compared to the control. Differences between the control clone and shRNA-RUNX2 clones were determined by a Student's t-test. Error bars denote ± SEM; *indicates statistical significance (*P*<0.05).

We investigated the impact of RUNX2 gene suppression on SKOV3 cell proliferation, cell cycle control, migration, invasion and sensitivity to cisplatin and paclitaxel (drugs, conventionally used for first-line EOC CT). The RUNX2 gene knockdown led to a sharp decrease of the number of viable adherent cells (represented by cell index), compared to control cells (Figure 4A). This observation was further supported by the colony formation assay showing that the numbers of clones formed by cells with stably reduced RUNX2 expression were significantly lower than that of control cells (Figure 4B). Taken together, our observations strongly indicate an influence of RUNX2 transcripts on EOC cell proliferation and further on their propensity to form colonies. Moreover, RUNX2 suppression significantly inhibited both migration and invasion of SKOV3 cells. As shown in Figure 5A and 5B, the numbers of SKOV3 cells that passed through the filter using shRNA clones 3 and 6 were remarkably less than that in the control clone, which is indicative for a role for RUNX2 in the regulation of invasion and migration in EOC. Similar results were obtained upon RUNX2 knockdown in A2780s cells (see Figure S5).

**Figure 4:**
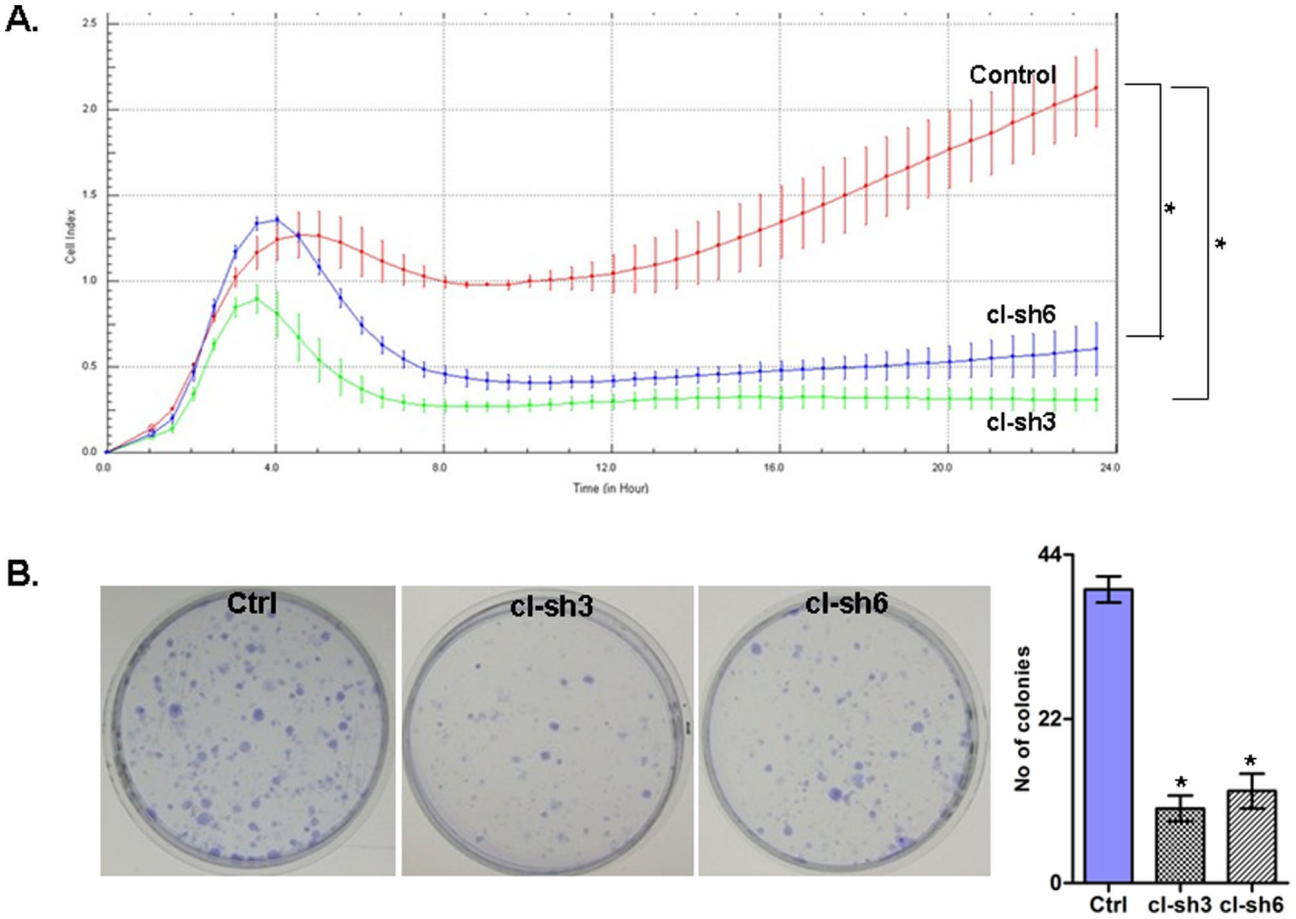
ShRNA-mediated knockdown of the RUNX2 expression in SKOV3 cells. A, effect on cell proliferation; B, Representative images of colony forming assays following RUNX2 knockdown. Error bars denote ± SEM; *indicates statistical significance (*P*<0.05).

**Figure 5:**
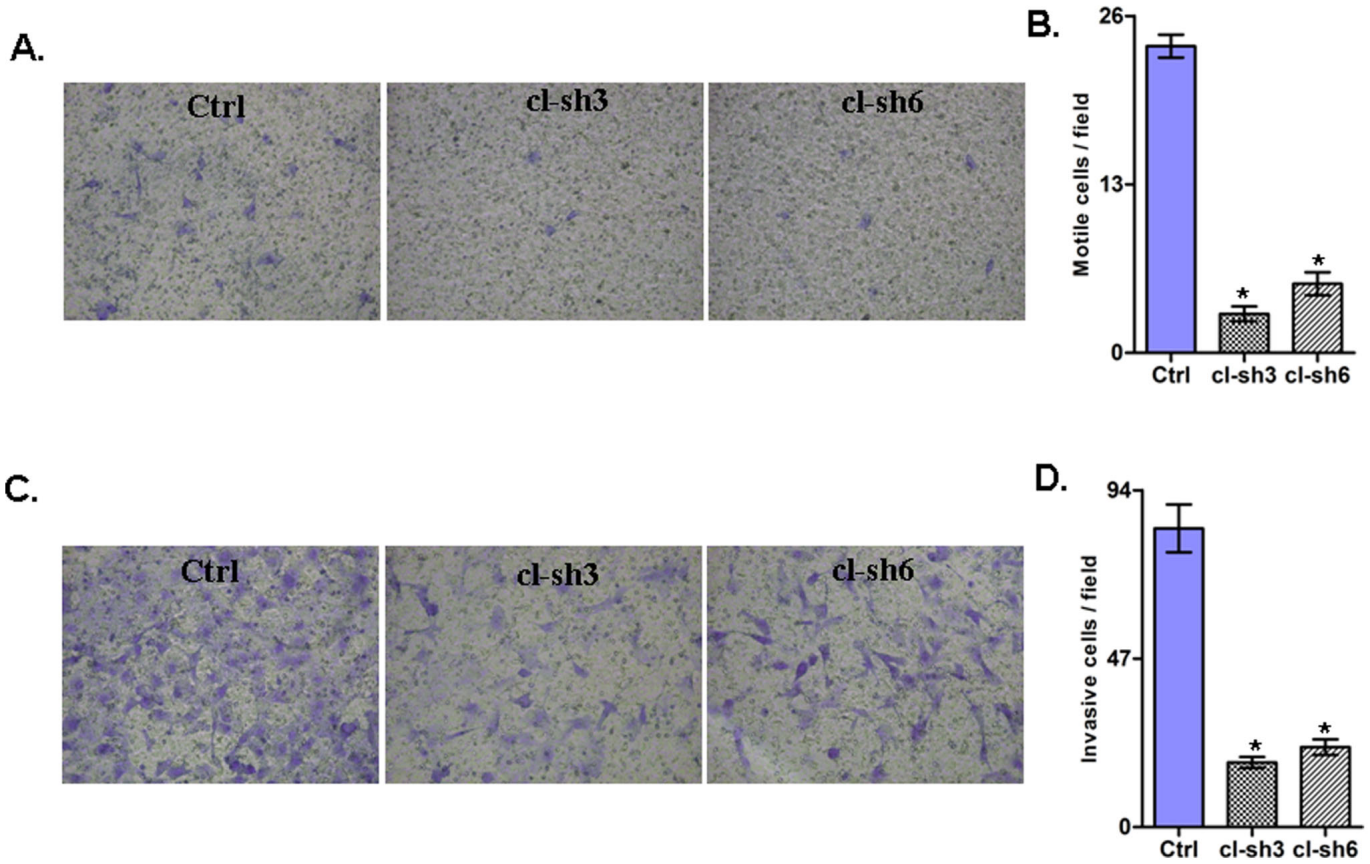
Effect of RUNX2 knockdown on SKOV3 cell migration and invasion. A. Migration was assessed using Boyden-chamber assay. Cells from the shRNA-RUNX clones 3 and 6 and the control clone were seeded into the upper chambers in 0.1% FBS containing medium at a density of 2.5×10^4^ per well, and 600 µl of 1% FBS containing medium was placed in the lower chamber as a chemoattractant. After 24 h at 37°C in 5% CO_2_, the cells were fixed with cold methanol and stained with blue trypan solution. Migrated cells on the underside of the filter were photographed and counted by phase contrast microscopy. B. Cell invasion was assayed in a similar way, as the upper chambers were coated with Matrigel. Here, NIH3T3 conditioned medium was added in the lower chamber as a chemoattractant (see Materials and Methods for details). All experiments were performed in triplicate. For each experiment, cell number was calculated as the total count from 10 random fields per filter (at magnification ×40). Differences between shRNA-RUNX2-transfected and vehicle-transfected SKOV3 cells were determined by a Student's t-test, where *p*<0.05 was considered significant.

Finally, RUNX2 suppression had no significant impact on SKOV3 cell cycle control and cisplatin and paclitaxel sensitivity (see Figures S6 and S7).

### Molecular mechanisms of RUNX2 action in EOC cells

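SKOV3 is a human ovarian carcinoma cell line, and cl-sh3 is a clone of it in which RUNX2 was knocked down by a short hairpin RNA. Cyanine-labelled cRNA of cl-sh3 and of the mock-transfected control clone was hybridized together on Agilent whole human genome arrays. Each array held 45015 spots, of which 1639 were controls and 43376 belonged to 41000 different probes. In hybridization 1 the control carried Cy3 and cl-sh3 carried Cy5, and in hybridization 2 the dyes were reversed. Both hybridizations used the same pair of RNAs on 1 slide. They are therefore a technical repeat of 1 pair of clones, counted here as 1 replicate, and a difference between the clones has no replicate check and no p-value. The difference between the 2 hybridizations shows technical error only.

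The authors deposited the scanner intensities of each spot as read by Agilent's Feature Extraction software, together with that software's own log10 ratio. The median signal of the spots was 451 for Cy3 and 902.5 for Cy5 in hybridization 1, over median local backgrounds of 46 and 166.5. In hybridization 2 the median signals were 507.5 for Cy3 and 684 for Cy5, over backgrounds of 43 and 164. The software called 91.4% (Cy3) and 88.7% (Cy5) of the spots well above background in hybridization 1, against 93.9% (Cy3) and 77.3% (Cy5) in hybridization 2. No spot was saturated. From the intensities, the background was corrected with limma's normexp method (offset 50), 153 and 144 spots with outlier flags were left out of hybridizations 1 and 2, and each array was normalized by loess. Ratios are given as the log2 of cl-sh3 over control in each hybridization. Of the 41000 probes, 36065 (88.0%) had at least 1 of the RNAs well above background in both hybridizations and were kept. The offset draws the ratios of dim probes towards 0. A gene with several probes was represented by its brightest probe of the accession in Table S2, or by its brightest probe of all where Table S2 does not list it.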

To better understand the molecular mechanisms of RUNX2 action in EOC cells, we employed the Agilent Whole Human Genome microarrays, containing ∼44,000 genes to identify global gene expression changes upon RUNX2 suppression in SKOV3 cells. We compared the gene expression of the shRNA- RUNX2-clone 3 (cl-sh3) against the corresponding control clone. (Clone 3 was selected for the microarray experiments, since it displayed more profound inhibitory effects on SKOV3 proliferation, migration and invasion, compared to shRNA- RUNX2-clone 6: see Figs. 4 & 5). All microarray experiments were performed in duplicates, as two hybridizations were carried out for the RUNX2-suppressing cell clone against the corresponding control, using a fluorescent dye reversal (dye-swap) technique. For each comparison, a subset of differentially expressed genes was selected displaying at least 2-fold difference in both duplicate microarray experiments. 

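In the deposited arrays, 186 of the 36065 kept probes differed at least 2-fold between cl-sh3 and the control clone in the same direction in both hybridizations. A difference caused by the dyes would instead follow the dye, and 0 probes were at least 2-fold brighter in the same dye in both. Single hybridizations gave longer lists. With cl-sh3 in Cy5, 88 probes were at least 2-fold higher and 506 at least 2-fold lower in cl-sh3, while with cl-sh3 in Cy3 the numbers were 219 and 196. The log2 ratios of a probe in the 2 hybridizations differed by a median of 0.22, and by up to 0.63 for 95% of the probes. Across 36060 probes the ratios of the 2 hybridizations correlated with a Pearson coefficient of 0.551 and a Spearman coefficient of 0.350. These coefficients are taken across probes of 1 pair of RNAs, and probes are not independent replicates. With the log ratios of the scanner software in place of normexp and loess, the Pearson coefficient was 0.626 and 3 probes were at least 2-fold brighter in the same dye.

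**Figure D1:**
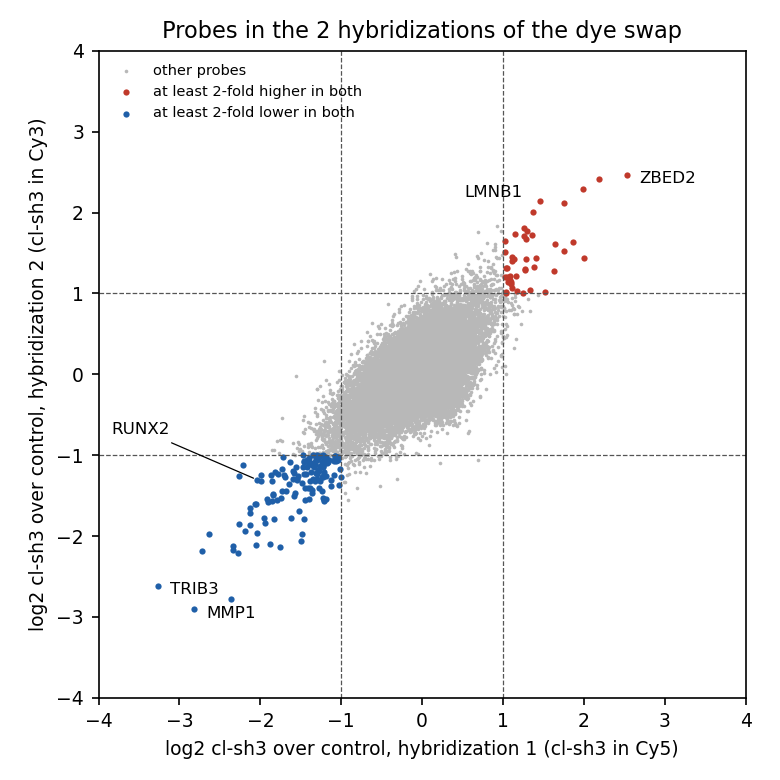
Log2 ratio of cl-sh3 over control of each of the kept probes in hybridization 1 (cl-sh3 in Cy5, horizontal axis) and in hybridization 2 (cl-sh3 in Cy3, vertical axis), each point being 1 probe and the dashed lines marking 2-fold. The 44 red probes are at least 2-fold higher and the 142 blue probes at least 2-fold lower in both hybridizations, and the upper left and lower right corners, where a dye effect would place a probe, hold 0.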

Using these selection criteria, we found 87 genes to be upregulated and 251 genes to be downregulated in SKOV3 cells following RUNX2 knockdown, as the RUNX2 gene displayed 3.36-fold suppression in the shRNA-RUNX2 clone 3 (cl-sh3), compared to the corresponding control (Table S2). 

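The targeted gene was lower in cl-sh3. The brightest RUNX2 probe, of accession NM_004348 as in Table S2, had a log2 ratio of -2.04 in hybridization 1 and -1.30 in hybridization 2, a mean of -1.67 or 3.18-fold lower. The other RUNX2 probes did not show this difference. A dimmer probe of the same accession had log2 ratios of 0.17 and -0.13, and a probe of accession NM_001015051 had -0.29 and -0.17. Of the other family members, RUNX1 had log2 ratios of 0.11 and 0.37, RUNX3 of 0.52 and 0.15, and their partner CBFB of -0.06 and 0.28, all under 2-fold.

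In both hybridizations, 44 probes of 44 genes were at least 2-fold higher in cl-sh3, and 142 probes of 133 genes were at least 2-fold lower. Probes without a gene symbol were counted under their accession. Lower probes made up 76.3% of the changed ones. This share fell to 61.7% with median centring of each array in place of loess, where 77 probes were higher and 124 lower. The largest numbers under the same rule came from the log ratios of the scanner software, with 103 probes higher and 253 lower. The largest mean log2 ratios among the higher probes were those of ZBED2 (2.50), EYA4 (2.30), PFDN6 (2.14), the unnamed transcript CR616003 (1.93) and LMNB1 (1.80). EYA4 had a brighter probe of the same accession whose mean log2 ratio was -0.07. By the same mean, the largest decreases with the main processing were those of TRIB3 (-2.94), MMP1 (-2.86), G0S2 (-2.57), IL1A (-2.45) and SRGN (-2.30). From the genes past 2-fold in both arrays, the paper lists those induced and suppressed upon RUNX2 knockdown.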

Table 3 shows a list of selected functionally related groups of genes that were differentially expressed (≥2-fold) in SKOV3 cells upon RUNX2 knockdown. 

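The upregulated part of Table 3 names 50 genes or transcripts in 6 groups, of which 47 had a probe that could be matched and 45 were well above background in at least 1 of the clones. The mean ratio of 43 of these 45 was above 0, and 15 were at least 2-fold higher in cl-sh3 in both hybridizations. None was at least 2-fold lower. Where any probe of a gene was allowed to meet the 2-fold rule, 23 did. By group, 4 of 8 measured genes of metabolism, 5 of 11 of signal transduction, 1 of 8 of cell morphology, 2 of 7 of apoptosis, 1 of 5 of regulation of transcription and 2 of 6 of ubiquitination were at least 2-fold higher. With any probe of a gene, 4 genes of cell morphology and 4 of apoptosis were. The same gene is counted in both of those groups, as VIL2 and as EZR. The downregulated part of Table 3 was not used here.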

As seen from Table 3, genes with previously shown implication in mechanisms of metabolism, cell growth & proliferation, regulation of transcription, signal transduction, transport and immune & inflammatory response were predominantly or exclusively suppressed, while RUNX2 knockdown was related with the induction of genes, mostly associated with cell morphology and apoptosis. Table S2 shows the complete list of the differentially expressed genes (≥2-fold) following RUNX2 knockdown in SKOV3 cells.

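Table S2 gives 338 accessions, 87 upregulated and 251 downregulated, and 287 of them (76 and 211) were carried by a probe of the arrays. Of these 287, 251 had at least 1 RNA well above background in both hybridizations. The mean ratio of 241 of the 251 had the direction of Table S2, and 236 had it in each hybridization. The 2-fold rule was met by 25 of the 76 upregulated rows and by 82 of the 211 downregulated rows, or 37.3% of the 287. A further 62 rows reached 2-fold in 1 hybridization, 77 in neither, 5 changed in the other direction in both, and 36 were not well above background. The median change of the 251 measured rows, in the direction of Table S2, was 2.11-fold. The paper's reported folds for the same rows have a median of 2.61. Among the 107 rows that met the rule, 103 had a fold within 1.5 times the paper's. The number of upregulated rows that met the rule depended most on the processing, and was 47 with the log ratios of the scanner software. Conversely, 34 of the 44 genes that were at least 2-fold higher and 103 of the 133 that were at least 2-fold lower are listed in Table S2.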

**Table 3:** Selected differentially expressed gene groups in SKOV3 cells upon RUNX2 knockdown.

A. Upregulated genes	
metabolism	*BC006267, BC035691, CILP, COX7A1, COX7B, DHCR24,. DLST, GALNT14, GNTIVH, PRPS1, SORL1*
signal transduction	*ADAM18, ANXA6, , FBXW11, GPR110, LRRC17, PDAP1, PDZK1IP1, SEPT9, WDR76, WNT6, WNT7A*
cell morphology	*ARHGDIA, EMD, KRT17, LMNB1, LOC201175, MYH6, VIL2, WASF2*
apoptosis	*BCL2L1, CRYAB, CTGF, EZR, JAK1, HFK4, HIST1H1C, ITGB2*
regulation of transcription	*AY517556, EYA4, NEUROG3, ZCCHC2, ZFHX4, ZNF467*
ubiquitination	*BC018548, CGI-301, C15orf16, RFWD3, RKHD1, TTC3*

Pathway and network analyses, generated through the use of the IPA software confirmed the major functionally related gene groups, found to be differentially expressed in the shRNA-RUNX2-cl3 clone. As seen from Figure 6, pathways implicated in cellular morphology, cell death and survival and cell-to-cell signaling and interaction were predominantly upregulated (Figure 6A), while pathways linked to carbohydrate and lipid metabolism, cell growth and proliferation, molecular transport, cellular movement and gene expression were mostly suppressed (Figure 6B).

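The pathway software behind Figure 6 was not run here. The direction of gene groups was examined instead with lists of genes written before the data were examined, taking the median log2 ratio of each list and its percentile among 10000 random lists of the same size and brightness. For 28 genes of DNA replication and mitosis the median was 0.22 (percentile 99.96), with 0.14 in hybridization 1 (percentile 96.4) and 0.30 in hybridization 2 (percentile 99.99). It stayed above 0 under each alternative processing, and 0 of the 28 genes changed at least 2-fold. The list did not move evenly, since 17 of the 28 genes were higher and 4 lower in both hybridizations. The larger increases were mostly those of replication genes. Mean log2 ratios of MCM2 to MCM7 lay between 0.30 (MCM7) and 0.81 (MCM5), with 0.53 for PCNA and 0.60 for RRM2. Genes of mitosis went both ways, from -0.49 (NEK2) to 0.48 (CDK1). The list median therefore does not show that genes of mitosis rose as a set. The median of 21 inflammatory genes driven by NF-kappaB was -0.10 (percentile 2.13), with 2 genes, IL1A and PTX3, at least 2-fold lower. PTX3 had log2 ratios of -1.22 and -1.25. In single hybridizations the NF-kappaB list was at percentiles 9.52 and 2.74. Without IL1A and PTX3, which the paper lists, it was at 5.36 for the mean and at 14.6 and 16.4 in single hybridizations. For 18 genes of the interferon response the median was 0.03 (percentile 61.2). Of 14 genes described as RUNX2 targets in bone and in metastasis, 1 was at least 2-fold lower and the median was -0.07 (percentile 4.66). In single hybridizations their median was lower, at percentiles 0.64 and 0.96. Without MMP13, which the paper lists, the percentiles were 8.4 for the mean and 4.42 and 6.5 in single hybridizations. These percentiles describe 1 pair of clones and are not tests. The paper reasons from its pathway analysis that growth, movement and metabolism pathways were mostly suppressed, and morphology and cell death pathways mostly induced.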

**Figure 6:**
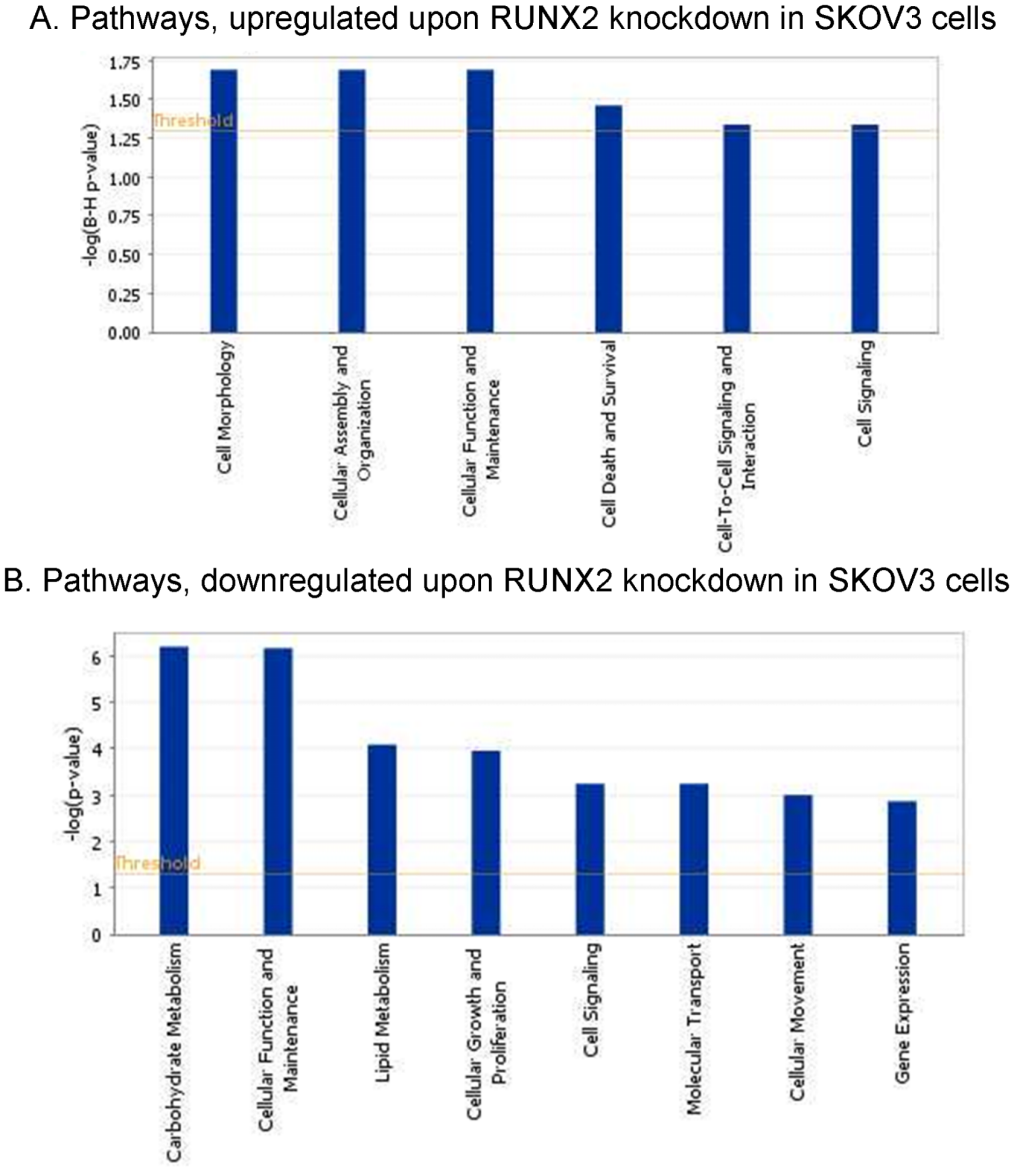
Functional analysis for a dataset of differentially expressed genes (≥2-fold) following RUNX2 suppression in SKOV3 cells. A. Functional analysis of upregulated genes; B. Functional analysis of downregulated genes. Top functions that meet a *p*-value cutoff of 0.05 are displayed.

Common networks obtained upon merging the top-scoring networks recognized some important gene nodes and genes that are specifically up- or downregulated upon RUNX2 suppression in SKOV3 cells (Figure 7). Thus, genes and associated interaction partners that were upregulated upon RUNX2 knockdown (displayed on Figure 7A) comprised members of the ubiquitin C (UBC) interaction network, including genes, predominantly implicated in cell morphology (KRT17, LMNB1, MARCKS, MYH6, PVR, SEPT9, WASF2) and apoptosis (ARHGDIA, BCL2L1, CRYAB, CTFG, EZR, ITGB2). 

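Of the 13 genes named for morphology and apoptosis in Figure 7A, the probes of 12 had a mean ratio above 0 and 4 were at least 2-fold higher in cl-sh3 in both hybridizations. LMNB1 had log2 ratios of 1.45 and 2.14, SEPT9 (now SEPTIN9) of 1.28 and 1.42 (a dimmer probe had a mean of 0.34), CRYAB of 2.00 and 1.44 and ITGB2 of 1.25 and 1.01. ITGB2 was no longer past 2-fold without background correction. BCL2L1 (0.95 and 1.07) and CTGF (now CCN2, 0.95 and 1.16) reached 2-fold in hybridization 2 only. The BCL2L1 value comes from the probe of the accession in Table S2, and a brighter probe of another BCL2L1 transcript was at 0.17 and -0.06. KRT17 had log2 ratios of 0.70 and 0.65, with the control well above background in 1 hybridization. For EZR, WASF2 and ARHGDIA the probes of one accession differed. Their brightest probes were at -0.20 and 0.30, 0.43 and 0.27, and 0.64 and 0.44, respectively. A dimmer probe of each was past 2-fold in both hybridizations, with log2 ratios of 1.63 and 1.28 for EZR, 1.03 and 1.65 for WASF2, and 1.17 and 1.03 for ARHGDIA. MYH6 was dim and had log2 ratios of 0.28 and 0.38. MARCKS (-0.02 and -0.33) and PVR (-0.23 and 0.27) changed little with their brightest probes. A dimmer PVR probe of the same accession was at 0.73 and 1.11.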

Major gene nodes that were downregulated upon RUNX2 knockdown in SKOV3 cells are presented in Figure 7B; these were mostly involved in metabolism (MMP1, MMP13, PTGS1/COX1/COX1), cell growth & proliferation (GADD45A, DDIT3, FGF2, IL1A), regulation of transcription (ATF3, ATF4, RUNX2), signal transduction (Creb, TRIB3, Sapk), immune & inflammatory response (CEBPB, C/ebp, SELE) and ubiquitination (UBQLN1).

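Of the 14 genes named for Figure 7B, 13 were well above background in at least 1 clone. All 13 had a mean ratio below 0, and 11 were at least 2-fold lower in cl-sh3 in both hybridizations. GADD45A had log2 ratios of -1.73 and -1.44, DDIT3 of -2.19 and -1.94 and FGF2 of -1.16 and -1.09. Among the transcription factors, ATF4 was at -1.54 and -1.30 and ATF3 at -1.23 and -1.27, each with a difference between the 2 hybridizations smaller than the change itself. TRIB3 was at -3.27 and -2.62. CEBPB was at -1.44 and -1.24, but another probe of it was at -0.05 and -0.07. Further probes of TRIB3 and ATF4 were also lower, with means of -0.99 and -0.77. PTGS1, the gene of COX1, was above background in both clones, but its log2 ratios of -0.54 and -0.02 stayed under 2-fold. UBQLN1 had -0.18 and -0.46 with the probe of the accession in Table S2. Of its other 4 probes, 3 had means between -0.92 and -0.78 and 1 was at 0.44. SELE was not well above background in cl-sh3, was so in the control in 1 hybridization, and is given no fold. Creb, Sapk and C/ebp stand for groups of proteins and were not matched to probes.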

**Figure 7:**
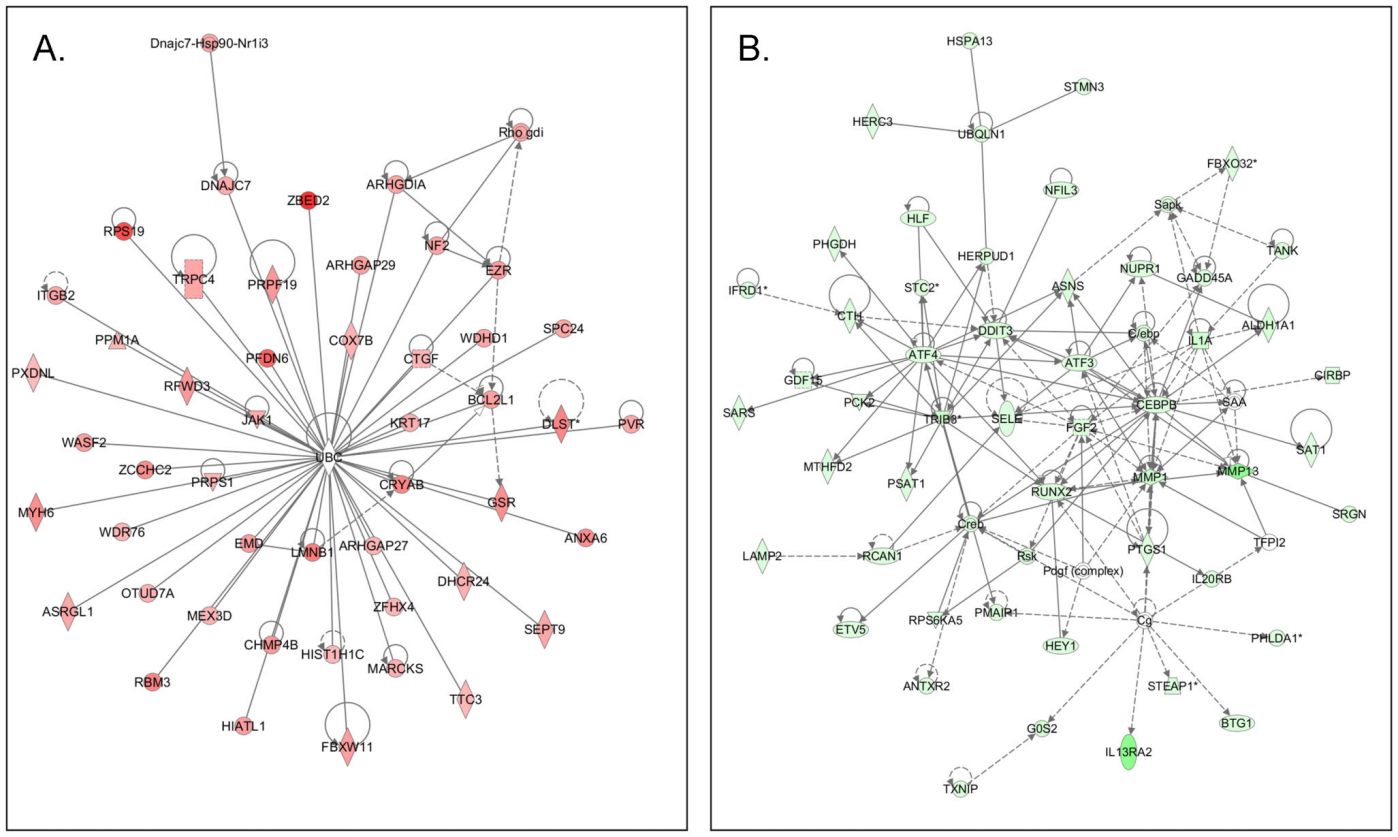
Network analysis of dynamic gene expression in SKOV3 cells based on the 2-fold common gene expression list obtained following shRNA-mediated RUNX2 knockdown. A. Upregulated networks; B. Downregulated networks. The five top-scoring networks for each cell line were merged and are displayed graphically as nodes (genes/gene products) and edges (the biological relationships between the nodes). Intensity of the node color indicates the degree of up- (red) or downregulation (green). Nodes are displayed using various shapes that represent the functional class of the gene product (square, cytokine, vertical oval, transmembrane receptor, rectangle, nuclear receptor, diamond, enzyme, rhomboid, transporter, hexagon, translation factor, horizontal oval, transcription factor, circle, other). Edges are displayed with various labels that describe the nature of relationship between the nodes: ^____^ binding only, → acts on. The length of an edge reflects the evidence supporting that node-to-node relationship, in that edges supported by article from literature are shorter. Dotted edges represent indirect interaction.

### Validation of microarray findings with quantitative PCR (qPCR)

To validate microarray results, we arbitrarily selected 10 differentially expressed genes and quantified their expression by qPCR in SKOV3 cells following shRNA-RUNX2 knockdown compared to control (vehicle transfected) SKOV3 cells. Figure 8 summarizes the gene expression measurements of all validated genes. We found that both methods (microarray analysis and qPCR) detected similar patterns for the up- and down-regulated genes selected for validation.

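Of 9 genes of Figure 8 examined here, the arrays measured 6 well above background in at least 1 clone, and the mean ratio of all 6 had the direction given there. The paper chose these genes among those changed on the same hybridizations, so this direction is not independent of that choice. DEFB1 was higher in cl-sh3, with log2 ratios of 1.65 and 1.61. PCDH9 was at 0.97 and 0.96, just under 2-fold, and passed the rule when the offset of the background correction was set to 0. MMP1 (-2.82 and -2.91) and IL1A (-2.72 and -2.18) were at least 2-fold lower. So was MMP13 (-2.27 and -2.21), although its signal in cl-sh3 was well above background in 1 hybridization only. ALDH1A1 had -1.46 in hybridization 1 and -0.72 in hybridization 2, and its signal in cl-sh3 was also well above background in 1 hybridization. For TRPM8, CXCL12 and TUBB1, neither RNA was well above background in either hybridization, and the arrays give no fold for them here. Their log2 ratios lay between -0.44 and 0.11. A probe of another CXCL12 transcript was well above background in both clones and was at -0.11 and -0.21. The qPCR measurements themselves were not analysed here. From the 2 methods, the paper concludes that the patterns of the selected genes were similar.

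**Figure D2:**
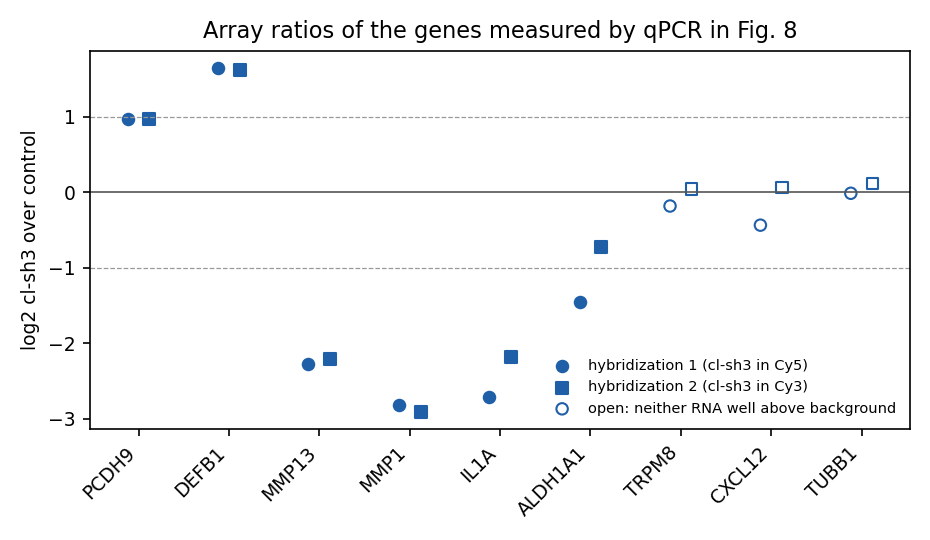
Log2 ratio of cl-sh3 over control on the arrays for 9 genes of Figure 8, with circles for hybridization 1 (cl-sh3 in Cy5) and squares for hybridization 2 (cl-sh3 in Cy3), open symbols where neither RNA was well above background, and dashed lines at 2-fold. DEFB1 lies above the upper line at 1.65 and 1.61, MMP13, MMP1 and IL1A lie below the lower line in both hybridizations, and the open symbols lie near 0.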

**Figure 8:**
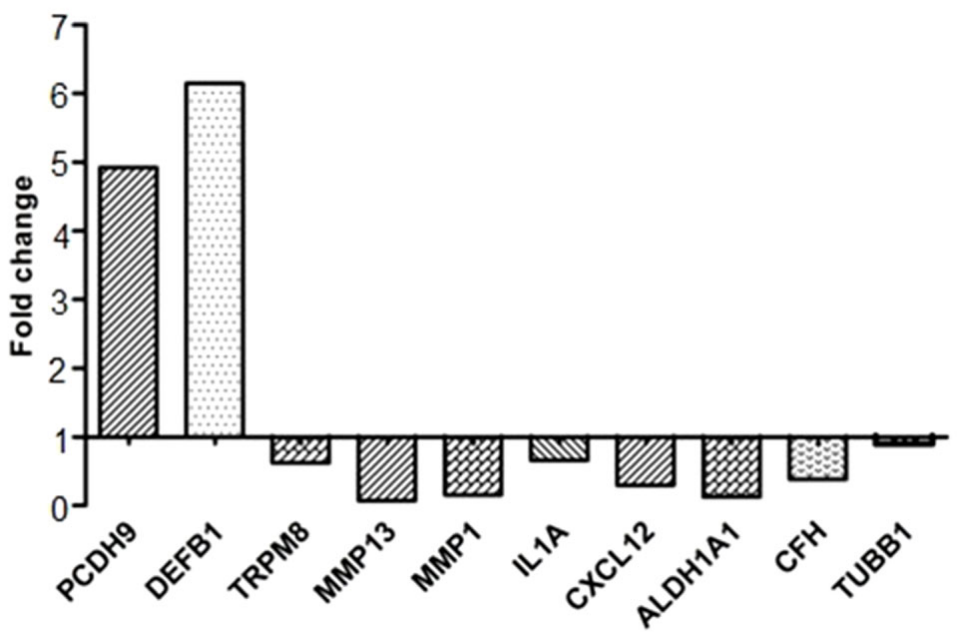
Quantitative PCR validation of microarray results. The figure shows bar graphs presentation of the differential expression of the selected genes in the shRNA-RUNX2 clone 3 (cl-sh3) compared to the control clone. The relative copy number was calculated based on the target gene/18S ribosomal RNA ratio. Values more than or equal to 1 represent gene upregulation and more than 1 display gene downregulation. The analysis confirmed a higher level of PCDH9, DEFB1 expression and lower levels of TRPM8, MMP13, MMP1, IL1A, CXCL12, ALDH1A1, CFH, TUBB1 expressions in the cl-sh3 clone.

### RUNX1 and RUNX2 use distinct molecular mechanisms to promote ovarian cancer cell proliferation, migration and invasion

Our functional analyses were strongly indicative for similar roles of RUNX1 and RUNX2 in EOC progression, including implication in EOC cell proliferation, migration and invasion (see [25] and the data above). This prompted us to compare the microarray data obtained upon RUNX1 and RUNX2 knockdown in SKOV3 cells in order to get insight of the specific and/or common mechanisms of RUNX1/RUNX2 action in EOC. Venn diagram comparison analyses were indicative for negligible number of commonly overexpressed or suppressed genes following RUNX1 and RUNX2 suppression (Figure 9A). This was further confirmed by clustering analysis, as following filtering on 2-fold signal intensity, we used one-way ANOVA parametric test (Welch *t*-test; variances not assumed equal) to select discriminatory genes. Indeed, *t* test with *p*-value cutoff of 0.05 selected 95 genes for which expression differed in shRNA-RUNX1 SKOV3 cell clones compared to shRNA-RUNX2 SKOV3 cell clones. Clustering analysis based on the 95-genes list was performed using the standard Condition Tree algorithm provided in GeneSpring, and revealed formation of two major cluster groups that clearly distinguish SKOV3 cells upon RUNX1 and RUNX2 knockdown (Figure 9B). Fifty two genes from the 95-genes list were relatively downregulated in SKOV3 cells upon RUNX2 knockdown compared to RUNX1 knockdown, as major functional classifications of these genes predominantly include metabolism, cellular development and cell signaling (Figure 9C). Genes, mostly downregulated in shRNA-RUNX1 clones when compared to shRNA-RUNX2 cell clones were mainly involved in cellular movement, cell cycle control and molecular transport (Figure 9D). The 95-genes list is presented in Table S3.

**Figure 9:**
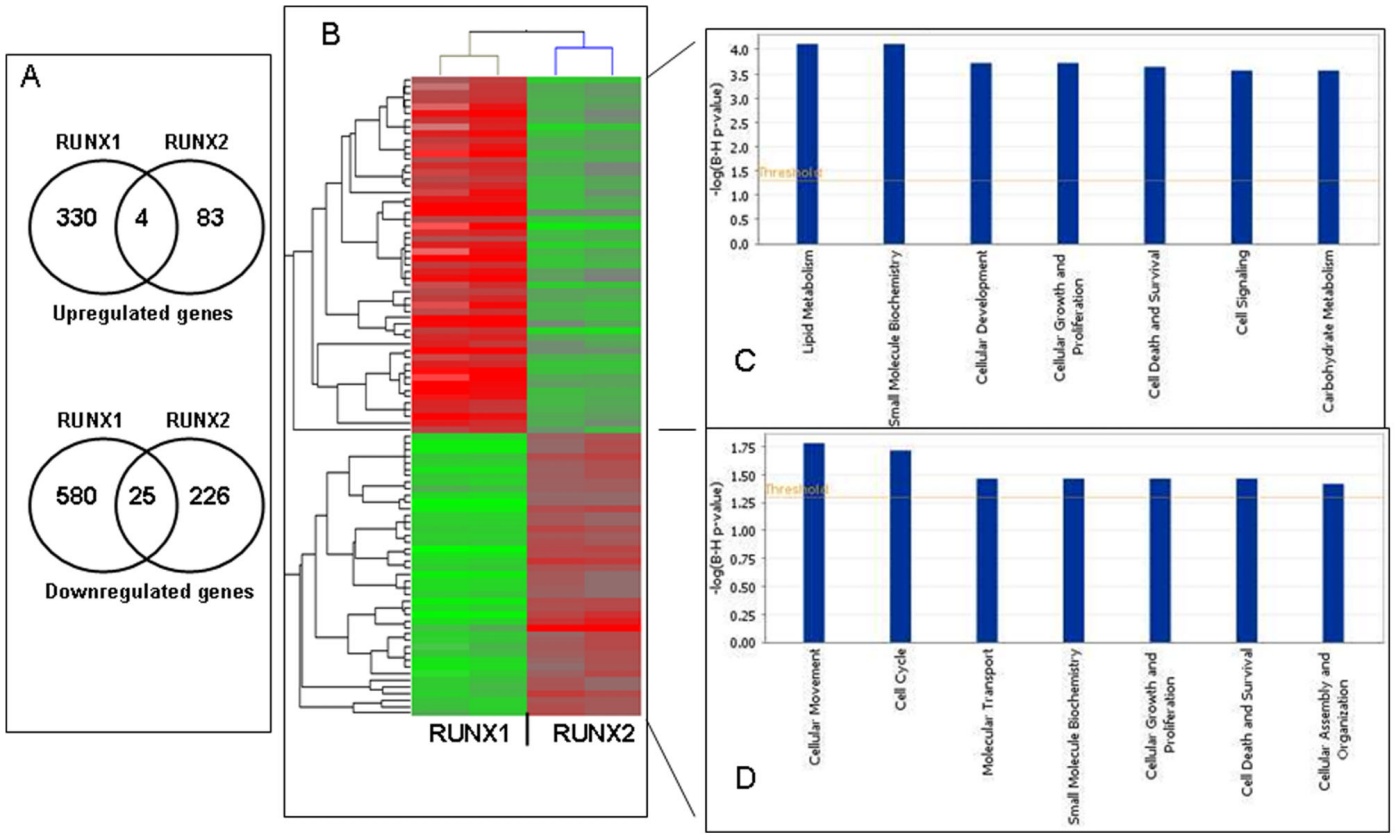
Comparison of common and distinct gene expressions across the various differentially-expressed gene groups upon RUNX1 and RUNX2 knockdown in SKOV3 cells. A. Venn diagram analyses of the differentially expressed genes upon RUNX1 and RUNX2 knockdown in SKOV3 cells. B. Hierarchical clustering based on the 95-genes list (2-fold difference in gene expression; p-value cutoff of 0.05) that discriminates differentially-expressed genes in SKOV3 cells upon RUNX1 and RUNX2 knockdown. Red signifies up-regulation, and green signifies down-regulation. C. IPA functional pathway analyses of genes, differentially expressed in SKOV3 cells upon RUNX1 and RUNX2 knockdown, based on the 95-genes list generated upon the clustering analysis.

However, we cannot completely exclude some common mechanisms of RUNX1/RUNX2 action in EOC cells, since both RUNX1 and RUNX2 knockdown leads to the suppression of the pro-metastatic gene p8/NUPR1 [40], [41], as well as the downregulation of genes (MMP1, MMP19, PTGS1/COX1) with proven role in EOC progression and dissemination [42]–[44].

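On the RUNX2 knockdown arrays, NUPR1 had log2 ratios of -1.49 and -1.97, so that it was at least 2-fold lower in cl-sh3 in both hybridizations, as MMP1 was. No probe carried the accessions of NUPR1 and MMP19 in Table S2, so both were taken by gene symbol, through the brightest probe. MMP19 had log2 ratios of 0.34 and 0.01. Its 2 other probes had mean log2 ratios of -0.65 and 0.00. PTGS1 did not reach 2-fold in either hybridization. The RUNX1 knockdown arrays were not analysed here.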

## Discussion

RUNX proteins have been demonstrated to play positive and negative roles in carcinogenesis according to different cancer types [11]. The RUNX2 gene, also known as CBF, runt domain, a-subunit 1, CBFA1, AML3, or OSF2, is a lineage-specific transcription factor and the human homolog of mouse PEBP2A [45]. During embryonic development, RUNX2 is involved in the process of bone formation or osteogenesis [14]. In carcinogenesis, RUNX2 acts as a master regulator of disease progression, and was shown to be strongly implicated in the development of osteosarcoma [46]. In addition, overexpression of RUNX2 has also been identified in several human malignancies, including lymphoma/leukemia [26], bone [27], breast [28], prostate [29], thyroid [30] and pancreatic cancers [31]. Similarly, overexpression of RUNX2 has been reported in EOC tissues compared with normal ovarian tissues, and its upregulation was closely related with the clinical stage and poor prognosis of EOC patients [32]. In most of these studies, RUNX2 was functionally associated with tumor invasion and metastasis. Indeed, Akech et al. [29] indicated that RUNX2 is associated with prostate cancer bone metastasis and maybe a potential therapeutic target to block prostate cancer cells ability for tumor growth and metastatic lesions formation *in vivo*. The results of Niu et al. [30] group revealed that RUNX2 is functionally linked to tumor invasion and metastasis of thyroid carcinoma by regulating EMT-related molecules, matrix metalloproteinases and angiogenic factors. Pratap et al. [28] found that RUNX2 expression may play important role in breast tumor cell invasion. A recent study identified RUNX2 as a potent prognostic factor in non-small cell lung cancer (NSCLC) patients, as RUNX2 expression was significantly correlated with NSCLC tumor progression and metastatic capability [47].

Our previous findings based on analyses in PCCs derived from matched tumor samples obtained prior to, and following CT treatment from two serous EOC patients, were suggestive for RUNX2 overexpression in advanced (metastatic) EOC, which might be due to epigenetic mechanisms, associated with DNA hypomethylation of its putative promoter region [9]. However, in the present study we show that the CpG island located in this promoter region displays no significant hypomethylation in EOC omental metastases, compared to primary serous EOC tumors. Thus, our data point to no implication of epigenetics mechanisms (DNA hypomethylation) in RUNX2 overexpression in metastatic tissues. Thus, it is highly probable that the previously observed DNA methylation differences in post-CT PCCs, when compared to pre-CT PCCs, are due to the CT treatment. Moreover, our IHC analyses were indicative for strong RUNX2 protein overexpression both in grade 3 serous EOC tumors and metastatic tissues. Interestingly, RUNX2 also displayed significantly increased expression in LMP tumors, compared to normal ovarian tissue. Normal ovarian tissue controls consistently displayed low RUNX2 expression; minimal expression was also detected in other human adult tissues (uterine smooth muscle).

The above findings persuaded us to investigate the functional implication of RUNX2 in mechanisms of EOC tumorigenesis. Our functional analyses are strongly indicative for evident oncogenic capacity of RUNX2 in serous EOC, including its potential role in EOC cell proliferation and cell migration/invasion (see Figs. 4, 5 and Fig. S5). Thus, our data confirm recent findings [28]–[31] suggesting that RUNX2 promotes tumor and cancer cell growth and/or invasion/metastasis.

To better elucidate the molecular mechanisms and biological pathways implicated in RUNX2-mediated action in EOC cells, we used a complementary gene expression profiling using the DNA microarray technology to monitor cellular changes in gene expression and discover the molecular targets upon RUNX2 suppression in EOC cells. To our knowledge, the present work represents the first effort to define global changes in gene expression upon modulation of RUNX2 expression in cancer cells. We analyzed both functionally related genes that were commonly differentially expressed in SKOV3 EOC cells upon RUNX2 knockdown. The gene expression data and consecutive network and pathway analyses were quite confirmatory of the data obtained by the RUNX2 functional assays. Indeed, microarray data sustained RUNX1 correlation with EOC cell proliferation, migration and invasion, since RUNX2 knockdown resulted in reduced expression of genes associated with metabolism, cellular growth & proliferation and cellular movement, while a number of genes linked to cell death were induced (see Table 3 and Figure 6).

IPA network analysis was indicative for some important gene nodes linked to RUNX2 suppression in EOC cells, as most of these substantiate and/or complement the functional data obtained. Thus, RUNX2 knockdown resulted in upregulation of gene nodes/genes known to be implicated in apoptosis induction or displaying TSG functions (see Figure 7A). Notably the UBC interaction network and its members were shown to decrease in anchorage-independent cell growth and increase apoptosis, suggesting UBC may act as a negative regulator of skin carcinogenesis [48]; CRYAB has been reported as a potential TSG [49], while increased expression of BCL-XS (BCL2L1) protein in tumors was associated with decreased proliferation and induction of apoptosis [50], [51]. Similarly, CTGF upregulation was found to be associated with apoptosis and decrease of tumor cell invasion [52]–[54]; PPM1A (PP2C) expression could induce cell cycle arrest and apoptosis via activation of the p53 pathway [55], and NF2 has been characterized as a TSG in different cancers [56]–[58].

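On the arrays, PPM1A had log2 ratios of 0.42 and 0.05, with means from -0.47 to 0.19 for its other probes, and was not at least 2-fold changed in either hybridization. NF2 was at 0.86 and 1.31, with a mean log2 ratio of 1.08, and so passed 2-fold in hybridization 2 and in the mean but not in hybridization 1. Its other 3 probes had means from 0.35 to 0.68. Together with CRYAB, BCL2L1 and CTGF, all 5 genes had a mean ratio above 0. CRYAB was the only 1 of the 5 past 2-fold in both hybridizations with the main processing, while NF2 and CTGF also passed with median centring, BCL2L1 with offset 0, and BCL2L1 and CTGF with the log ratios of the scanner software.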

In parallel, upon RUNX2 knockdown, we have observed a predominant and strong downregulation of gene nodes known to be implicated in EOC tumorigenesis (PTGS1/COX1, FGF2, IL1A, Sapk, C/ebp, SELE, UBQLN1, PSAT1, ALDH1A1, GDF15, MTHFD2) [59]–[68], including EOC tumor invasion/metastasis (MMP1, MMP13, Creb) [69]–[71]; (see Figure 7B). Some of these gene nodes have been shown to be functionally involved in other cancer types, including regulation of tumor cell proliferation (Creb, C/ebp, ATF3, ATF4) [72]–[75], invasion (MTHFD2, FGF2) [76], [77] and metastasis (PTGS1/COX1, E-selectin, ATF3, FGF2, IL1A, MMP1, MMP13) [78]–[83]. Thus, our data support the concept of oncogenic role of RUNX2 in EOC, and support previous findings for its rather universal functions in tumorigenesis, including tumor invasion and metastasis.

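Of the 11 genes named individually for ovarian tumorigenesis and invasion, 10 were matched to a probe, 9 of them were well above background in at least 1 clone, and all 9 had a mean ratio below 0. At least 2-fold lower in both hybridizations were 6 of them, namely FGF2, IL1A, MMP1, MMP13, PSAT1 and GDF15. PSAT1 had a mean log2 ratio of -1.54, and GDF15 log2 ratios of -1.86 and -1.25. No probe was matched to MTHFD2 by accession or by gene symbol, and the gene is not reported here.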

Given the similar roles of RUNX1 and RUNX2 in EOC progression (implications in EOC cell proliferation, migration and invasion) and the fact that all three RUNX proteins recognize common DNA sequence motifs [10], we analyzed the extent of overlap in differentially expressed genes/functional pathways following RUNX1 and RUNX2 knockdown in the SKOV3 ovarian adenocarcinoma cell line (analyses based on the data presented herein and our previous findings [25]). Both the Venn diagram comparisons, as well as gene clustering and IPA functional analyses were indicative for distinct molecular mechanisms and functional pathways associated with RUNX1 or RUNX2 implication in EOC progression (see Figure 9), although both genes could potentially modulate the expression of some common genes involved in EOC disease advancement and metastasis (including MMP1, MMP19 and PTGS1/COX1, and possibly p8/NUPR1).

In conclusion, we have shown that the RUNX2 transcription factor is significantly overexpressed in serous EOC tumors, including LMP tumors, compared to normal ovarian tissue. BSP validation of the RUNX2 methylation status in primary EOC tumors and omental metastasis were indicative for no implication of epigenetics mechanisms (DNA hypomethylation) in RUNX2 overexpression in metastatic tissues. Further functional analyses of RUNX2 in EOC cells pointed towards its association with EOC cell proliferation, migration and invasion. Gene expression profiling and consecutive network and pathway analyses confirmed these findings, as various genes and pathways known previously to be implicated in ovarian tumorigenesis, including EOC tumor invasion and metastasis, were found to be suppressed upon RUNX2 knockdown, while a number of pro-apoptotic genes and some EOC TSGs were found to be induced. Our data suggest that RUNX2 is possibly implicated in EOC tumor and cancer cell growth and invasion and could represent a potential EOC therapeutic target. The present study also reveals that RUNX1 and RUNX2 employ distinct molecular mechanisms in EOC tumorigenesis despite evident similarities of their action on EOC cell phenotype and behavior. Taken together, our data are indicative of strong oncogenic potential of both transcription factors in EOC progression and warrant further and more profound studies of the functional implications of the RUNX transcription factors in EOC tumorigenesis.

## Supporting Information

Figure S1 **Kaplan-Meier curve for progression free survival according to the level of RUNX2 IHC intensity in tumor samples of 52 serous EOC patients.**
(PPT) Click here for additional data file.

Figure S2 **Genomic structure of the RUNX2 gene, isoforms a, b and c.** The CpG island (CpG 60) containing the analyzed 12 putative CpG methylation targets is indicated with arrow.
(PPT) Click here for additional data file.

Figure S3 **BSP analysis of the methylation status of RUNX2 in grade 3 primary serous EOC tumors compared to omental metastases.**
(PPT) Click here for additional data file.

Figure S4 **Western blot analysis of RUNX2 protein expression in different EOC cell lines.**
(PPT) Click here for additional data file.

Figure S5 **ShRNA-mediated knockdown of the RUNX2 expression in A2780s cells and consecutive analyses of functional phenotypes.**
(PPT) Click here for additional data file.

Figure S6 **ShRNA-mediated knockdown of the RUNX2 expression in SKOV3 cells: effect on cell cycle control.**
(PPT) Click here for additional data file.

Figure S7 Dose-response cytotoxicity curves upon cisplatin (A) and paclitaxel (B) treatment of SKOV3 cells following shRNA-mediated RUNX2 knockdown.
(PPT) Click here for additional data file.

Table S1 **Patients' clinical characteristics.**
(XLS) Click here for additional data file.

Table S2 **Genes, differentially expressed in SKOV3 cells (≥2 fold) following RUNX2 knockdown.**
(XLS) Click here for additional data file.

Table S3 **List of 95 genes used for cluster analysis.**
(XLS) Click here for additional data file.

Table S4 **Median comparison analysis (Mann-Whitney) of the RUNX2 expression values in different EOC and control tissues.**
(DOC) Click here for additional data file.

## References

[1] SiegelR, WardE, BrawleyO, JemalA (2011) Cancer statistics, 2011: the impact of eliminating socioeconomic and racial disparities on premature cancer deaths. CA Cancer J Clin 61: 212–236.2168546110.3322/caac.20121

[2] Barnholtz-SloanJS, SchwartzAG, QureshiF, JacquesS, MaloneJ, et al (2003) Ovarian cancer: changes in patterns at diagnosis and relative survival over the last three decades. Am J Obstet Gynecol 189: 1120–1127.1458636510.1067/s0002-9378(03)00579-9

[3] AlouiniS (2012) Management of ovarian cancer has changed. Gynecol Oncol 126: 313; author reply 314.2256104010.1016/j.ygyno.2012.04.044

[4] AgarwalR, KayeSB (2003) Ovarian cancer: strategies for overcoming resistance to chemotherapy. Nat Rev Cancer 3: 502–516.1283567010.1038/nrc1123

[5] JonesPA, BaylinSB (2007) The epigenomics of cancer. Cell 128: 683–692.1732050610.1016/j.cell.2007.01.029PMC3894624

[6] BalchC, FangF, MateiDE, HuangTH, NephewKP (2009) Minireview: epigenetic changes in ovarian cancer. Endocrinology 150: 4003–4011.1957440010.1210/en.2009-0404PMC2736079

[7] MomparlerRL (2003) Cancer epigenetics. Oncogene 22: 6479–6483.1452827110.1038/sj.onc.1206774

[8] MaierS, DahlstroemC, HaefligerC, PlumA, PiepenbrockC (2005) Identifying DNA methylation biomarkers of cancer drug response. Am J Pharmacogenomics 5: 223–232.1607885910.2165/00129785-200505040-00003

[9] KeitaM, WangZQ, PelletierJF, BachvarovaM, PlanteM, et al (2013) Global methylation profiling in serous ovarian cancer is indicative for distinct aberrant DNA methylation signatures associated with tumor aggressiveness and disease progression. Gynecol Oncol 128: 356–363.2321946210.1016/j.ygyno.2012.11.036

[10] HuangX, PengJW, SpeckNA, BushwellerJH (1999) Solution structure of core binding factor beta and map of the CBF alpha binding site. Nat Struct Biol 6: 624–627.1040421610.1038/10670

[11] WangCQ, JacobB, NahGS, OsatoM (2010) Runx family genes, niche, and stem cell quiescence. Blood Cells Mol Dis 44: 275–286.2014487710.1016/j.bcmd.2010.01.006

[12] OkudaT, van DeursenJ, HiebertSW, GrosveldG, DowningJR (1996) AML1, the target of multiple chromosomal translocations in human leukemia, is essential for normal fetal liver hematopoiesis. Cell 84: 321–330.856507710.1016/s0092-8674(00)80986-1

[13] WangQ, StacyT, BinderM, Marin-PadillaM, SharpeAH, et al (1996) Disruption of the Cbfa2 gene causes necrosis and hemorrhaging in the central nervous system and blocks definitive hematopoiesis. Proc Natl Acad Sci U S A 93: 3444–3449.862295510.1073/pnas.93.8.3444PMC39628

[14] OttoF, ThornellAP, CromptonT, DenzelA, GilmourKC, et al (1997) Cbfa1, a candidate gene for cleidocranial dysplasia syndrome, is essential for osteoblast differentiation and bone development. Cell 89: 765–771.918276410.1016/s0092-8674(00)80259-7

[15] LevanonD, BettounD, Harris-CerrutiC, WoolfE, NegreanuV, et al (2002) The Runx3 transcription factor regulates development and survival of TrkC dorsal root ganglia neurons. EMBO J 21: 3454–3463.1209374610.1093/emboj/cdf370PMC125397

[16] FainaruO, WoolfE, LotemJ, YarmusM, BrennerO, et al (2004) Runx3 regulates mouse TGF-beta-mediated dendritic cell function and its absence results in airway inflammation. EMBO J 23: 969–979.1476512010.1038/sj.emboj.7600085PMC380997

[17] BlythK, CameronER, NeilJC (2005) The RUNX genes: gain or loss of function in cancer. Nat Rev Cancer 5: 376–387.1586427910.1038/nrc1607

[18] SubramaniamMM, ChanJY, YeohKG, QuekT, ItoK, et al (2009) Molecular pathology of RUNX3 in human carcinogenesis. Biochim Biophys Acta 1796: 315–331.1968255010.1016/j.bbcan.2009.07.004

[19] ZhangS, WeiL, ZhangA, ZhangL, YuH (2009) RUNX3 gene methylation in epithelial ovarian cancer tissues and ovarian cancer cell lines. OMICS 13: 307–311.1964559110.1089/omi.2009.0030

[20] LeeCW, ChuangLS, KimuraS, LaiSK, OngCW, et al (2011) RUNX3 functions as an oncogene in ovarian cancer. Gynecol Oncol 122: 410–417.2161281310.1016/j.ygyno.2011.04.044

[21] ScheitzCJ, TumbarT (2012) New insights into the role of Runx1 in epithelial stem cell biology and pathology. J Cell Biochem 10.1002/jcb.24453PMC578816523150456

[22] WottonS, StewartM, BlythK, VaillantF, KilbeyA, et al (2002) Proviral insertion indicates a dominant oncogenic role for Runx1/AML-1 in T-cell lymphoma. Cancer Res 62: 7181–7185.12499254

[23] RobinsonHM, BroadfieldZJ, CheungKL, HarewoodL, HarrisRL, et al (2003) Amplification of AML1 in acute lymphoblastic leukemia is associated with a poor outcome. Leukemia 17: 2249–2250.1452347510.1038/sj.leu.2403140

[24] PlanagumaJ, LiljestromM, AlamedaF, ButzowR, VirtanenI, et al (2011) Matrix metalloproteinase-2 and matrix metalloproteinase-9 codistribute with transcription factors RUNX1/AML1 and ETV5/ERM at the invasive front of endometrial and ovarian carcinoma. Hum Pathol 42: 57–67.2097016010.1016/j.humpath.2010.01.025

[25] KeitaM, BachvarovaM, MorinC, PlanteM, GregoireJ, et al (2013) The RUNX1 transcription factor is expressed in serous epithelial ovarian carcinoma and contributes to cell proliferation, migration and invasion. Cell Cycle 12: 972–986.2344279810.4161/cc.23963PMC3637356

[26] BlythK, VaillantF, JenkinsA, McDonaldL, PringleMA, et al (2010) Runx2 in normal tissues and cancer cells: A developing story. Blood Cells Mol Dis 45: 117–123.2058029010.1016/j.bcmd.2010.05.007

[27] MartinJW, ZielenskaM, SteinGS, van WijnenAJ, SquireJA (2011) The Role of RUNX2 in Osteosarcoma Oncogenesis. Sarcoma 2011: 282745.2119746510.1155/2011/282745PMC3005824

[28] PratapJ, JavedA, LanguinoLR, van WijnenAJ, SteinJL, et al (2005) The Runx2 osteogenic transcription factor regulates matrix metalloproteinase 9 in bone metastatic cancer cells and controls cell invasion. Mol Cell Biol 25: 8581–8591.1616663910.1128/MCB.25.19.8581-8591.2005PMC1265732

[29] AkechJ, WixtedJJ, BedardK, van der DeenM, HussainS, et al (2010) Runx2 association with progression of prostate cancer in patients: mechanisms mediating bone osteolysis and osteoblastic metastatic lesions. Oncogene 29: 811–821.1991561410.1038/onc.2009.389PMC2820596

[30] NiuDF, KondoT, NakazawaT, OishiN, KawasakiT, et al (2012) Transcription factor Runx2 is a regulator of epithelial-mesenchymal transition and invasion in thyroid carcinomas. Lab Invest 92: 1181–1190.2264109710.1038/labinvest.2012.84

[31] KayedH, JiangX, KelegS, JesnowskiR, GieseT, et al (2007) Regulation and functional role of the Runt-related transcription factor-2 in pancreatic cancer. Br J Cancer 97: 1106–1115.1787632810.1038/sj.bjc.6603984PMC2360444

[32] LiW, XuS, LinS, ZhaoW (2012) Overexpression of runt-related transcription factor-2 is associated with advanced tumor progression and poor prognosis in epithelial ovarian cancer. J Biomed Biotechnol 2012: 456534.2309384510.1155/2012/456534PMC3475129

[33] VergoteI, RustinGJ, EisenhauerEA, KristensenGB, Pujade-LauraineE, et al (2000) Re: new guidelines to evaluate the response to treatment in solid tumors [ovarian cancer]. Gynecologic Cancer Intergroup. J Natl Cancer Inst 92: 1534–1535.1099581310.1093/jnci/92.18.1534

[34] ProvencherDM, LounisH, ChampouxL, TetraultM, MandersonEN, et al (2000) Characterization of four novel epithelial ovarian cancer cell lines. In Vitro Cell Dev Biol Anim 36: 357–361.1094999310.1290/1071-2690(2000)036<0357:COFNEO>2.0.CO;2

[35] SasakiH, ShengY, KotsujiF, TsangBK (2000) Down-regulation of X-linked inhibitor of apoptosis protein induces apoptosis in chemoresistant human ovarian cancer cells. Cancer Res 60: 5659–5666.11059757

[36] L'EsperanceS, BachvarovaM, TetuB, Mes-MassonAM, BachvarovD (2008) Global gene expression analysis of early response to chemotherapy treatment in ovarian cancer spheroids. BMC Genomics 9: 99.1830276610.1186/1471-2164-9-99PMC2279123

[37] MercierPL, BachvarovaM, PlanteM, GregoireJ, RenaudMC, et al (2011) Characterization of DOK1, a candidate tumor suppressor gene, in epithelial ovarian cancer. Mol Oncol 5: 438–453.2185625710.1016/j.molonc.2011.07.003PMC5528302

[38] KeitaM, BachvarovaM, MorinC, PlanteM, GregoireJ, et al (2013) The RUNX1 transcription factor is expressed in serous epithelial ovarian carcinoma and contributes to cell proliferation, migration and invasion. Cell Cycle 12.10.4161/cc.23963PMC363735623442798

[39] TetuB, PopaI, BairatiI, L'EsperanceS, BachvarovaM, et al (2008) Immunohistochemical analysis of possible chemoresistance markers identified by micro-arrays on serous ovarian carcinomas. Mod Pathol 21: 1002–1010.1850026510.1038/modpathol.2008.80

[40] SandiMJ, HamidiT, MalicetC, CanoC, LoncleC, et al (2011) p8 expression controls pancreatic cancer cell migration, invasion, adhesion, and tumorigenesis. J Cell Physiol 226: 3442–3451.2134439710.1002/jcp.22702

[41] CanoCE, HamidiT, SandiMJ, IovannaJL (2011) Nupr1: the Swiss-knife of cancer. J Cell Physiol 226: 1439–1443.2065851410.1002/jcp.22324

[42] KanamoriY, MatsushimaM, MinaguchiT, KobayashiK, SagaeS, et al (1999) Correlation between expression of the matrix metalloproteinase-1 gene in ovarian cancers and an insertion/deletion polymorphism in its promoter region. Cancer Res 59: 4225–4227.10485461

[43] ZhaoH, YangZ, WangX, ZhangX, WangM, et al (2012) Triptolide inhibits ovarian cancer cell invasion by repression of matrix metalloproteinase 7 and 19 and upregulation of E-cadherin. Exp Mol Med 44: 633–641.2290251010.3858/emm.2012.44.11.072PMC3509180

[44] DaikokuT, WangD, TranguchS, MorrowJD, OrsulicS, et al (2005) Cyclooxygenase-1 is a potential target for prevention and treatment of ovarian epithelial cancer. Cancer Res 65: 3735–3744.1586736910.1158/0008-5472.CAN-04-3814PMC2584020

[45] PurcellDJ, KhalidO, OuCY, LittleGH, FrenkelB, et al (2012) Recruitment of coregulator G9a by Runx2 for selective enhancement or suppression of transcription. J Cell Biochem 113: 2406–2414.2238900110.1002/jcb.24114PMC3350606

[46] van der DeenM, AkechJ, LapointeD, GuptaS, YoungDW, et al (2012) Genomic promoter occupancy of runt-related transcription factor RUNX2 in Osteosarcoma cells identifies genes involved in cell adhesion and motility. J Biol Chem 287: 4503–4517.2215862710.1074/jbc.M111.287771PMC3281617

[47] LiH, ZhouRJ, ZhangGQ, XuJP (2013) Clinical significance of RUNX2 expression in patients with nonsmall cell lung cancer: a 5-year follow-up study. Tumour Biol 10.1007/s13277-013-0720-423471668

[48] KimDJ, AkiyamaTE, HarmanFS, BurnsAM, ShanW, et al (2004) Peroxisome proliferator-activated receptor beta (delta)-dependent regulation of ubiquitin C expression contributes to attenuation of skin carcinogenesis. J Biol Chem 279: 23719–23727.1503397510.1074/jbc.M312063200

[49] HuangZ, ChengY, ChiuPM, CheungFM, NichollsJM, et al (2012) Tumor suppressor Alpha B-crystallin (CRYAB) associates with the cadherin/catenin adherens junction and impairs NPC progression-associated properties. Oncogene 31: 3709–3720.2215805110.1038/onc.2011.529

[50] FridmanJS, RehemtullaA, HofmannA, BlauHM, MaybaumJ (1998) Expression of Bcl-XS alters cytokinetics and decreases clonogenic survival in K12 rat colon carcinoma cells. Oncogene 17: 2981–2991.988170010.1038/sj.onc.1202224

[51] MansourM, PaleseP, ZamarinD (2011) Oncolytic specificity of Newcastle disease virus is mediated by selectivity for apoptosis-resistant cells. J Virol 85: 6015–6023.2147124110.1128/JVI.01537-10PMC3126310

[52] HishikawaK, OemarBS, TannerFC, NakakiT, LuscherTF, et al (1999) Connective tissue growth factor induces apoptosis in human breast cancer cell line MCF-7. J Biol Chem 274: 37461–37466.1060132010.1074/jbc.274.52.37461

[53] CapparelliC, Whitaker-MenezesD, GuidoC, BallietR, PestellTG, et al (2012) CTGF drives autophagy, glycolysis and senescence in cancer-associated fibroblasts via HIF1 activation, metabolically promoting tumor growth. Cell Cycle 11: 2272–2284.2268433310.4161/cc.20717PMC3383589

[54] YangMH, LinBR, ChangCH, ChenST, LinSK, et al (2012) Connective tissue growth factor modulates oral squamous cell carcinoma invasion by activating a miR-504/FOXP1 signalling. Oncogene 31: 2401–2411.2192702910.1038/onc.2011.423

[55] OfekP, Ben-MeirD, Kariv-InbalZ, OrenM, LaviS (2003) Cell cycle regulation and p53 activation by protein phosphatase 2C alpha. J Biol Chem 278: 14299–14305.1251418010.1074/jbc.M211699200

[56] MorrowKA, DasS, MetgeBJ, YeK, MulekarMS, et al (2011) Loss of tumor suppressor Merlin in advanced breast cancer is due to post-translational regulation. J Biol Chem 286: 40376–40385.2196565510.1074/jbc.M111.250035PMC3220570

[57] LiW, GiancottiFG (2010) Merlin's tumor suppression linked to inhibition of the E3 ubiquitin ligase CRL4 (DCAF1). Cell Cycle 9: 4433–4436.2108486210.4161/cc.9.22.13838PMC3048042

[58] LecomteC, AndujarP, RenierA, KheuangL, AbramowskiV, et al (2005) Similar tumor suppressor gene alteration profiles in asbestos-induced murine and human mesothelioma. Cell Cycle 4: 1862–1869.1631953010.4161/cc.4.12.2300

[59] DaikokuT, TranguchS, ChakrabartyA, WangD, KhabeleD, et al (2007) Extracellular signal-regulated kinase is a target of cyclooxygenase-1-peroxisome proliferator-activated receptor-delta signaling in epithelial ovarian cancer. Cancer Res 67: 5285–5292.1754560810.1158/0008-5472.CAN-07-0828

[60] MadsenCV, SteffensenKD, OlsenDA, WaldstromM, SogaardCH, et al (2012) Serum platelet-derived growth factor and fibroblast growth factor in patients with benign and malignant ovarian tumors. Anticancer Res 32: 3817–3825.22993324

[61] PapacleovoulouG, CritchleyHO, HillierSG, MasonJI (2011) IL1alpha and IL4 signalling in human ovarian surface epithelial cells. J Endocrinol 211: 273–283.2190386510.1530/JOE-11-0081

[62] BrardL, LangeTS, RobisonK, KimKK, AraT, et al (2011) Evaluation of the first Ergocalciferol-derived, non hypercalcemic anti-cancer agent MT19c in ovarian cancer SKOV-3 cell lines. Gynecol Oncol 123: 370–378.2180340410.1016/j.ygyno.2011.07.002

[63] SundfeldtK, IvarssonK, CarlssonM, EnerbackS, JansonPO, et al (1999) The expression of CCAAT/enhancer binding protein (C/EBP) in the human ovary in vivo: specific increase in C/EBPbeta during epithelial tumour progression. Br J Cancer 79: 1240–1248.1009876610.1038/sj.bjc.6690199PMC2362217

[64] MannAP, SomasunderamA, Nieves-AliceaR, LiX, HuA, et al (2010) Identification of thioaptamer ligand against E-selectin: potential application for inflamed vasculature targeting. PLoS One 5.10.1371/journal.pone.0013050PMC294801820927342

[65] StoneB, SchummerM, PaleyPJ, ThompsonL, StewartJ, et al (2003) Serologic analysis of ovarian tumor antigens reveals a bias toward antigens encoded on 17q. Int J Cancer 104: 73–84.1253242210.1002/ijc.10900

[66] LuKH, PattersonAP, WangL, MarquezRT, AtkinsonEN, et al (2004) Selection of potential markers for epithelial ovarian cancer with gene expression arrays and recursive descent partition analysis. Clin Cancer Res 10: 3291–3300.1516168210.1158/1078-0432.CCR-03-0409

[67] LiH, BitlerBG, VathipadiekalV, MaradeoME, SlifkerM, et al (2012) ALDH1A1 is a novel EZH2 target gene in epithelial ovarian cancer identified by genome-wide approaches. Cancer Prev Res (Phila) 5: 484–491.2214442310.1158/1940-6207.CAPR-11-0414PMC3294119

[68] BockAJ, StavnesHT, KempfT, TropeCG, BernerA, et al (2010) Expression and clinical role of growth differentiation factor-15 in ovarian carcinoma effusions. Int J Gynecol Cancer 20: 1448–1455.2133602910.1111/IGC.0b013e3181f7d6be

[69] AgarwalA, TresselSL, KaimalR, BallaM, LamFH, et al (2010) Identification of a metalloprotease-chemokine signaling system in the ovarian cancer microenvironment: implications for antiangiogenic therapy. Cancer Res 70: 5880–5890.2057089510.1158/0008-5472.CAN-09-4341PMC2917243

[70] HantkeB, HarbeckN, SchmalfeldtB, ClaesI, HillerO, et al (2003) Clinical relevance of matrix metalloproteinase-13 determined with a new highly specific and sensitive ELISA in ascitic fluid of advanced ovarian carcinoma patients. Biol Chem 384: 1247–1251.1297439310.1515/BC.2003.137

[71] AlperO, Bergmann-LeitnerES, AbramsS, Cho-ChungYS (2001) Apoptosis, growth arrest and suppression of invasiveness by CRE-decoy oligonucleotide in ovarian cancer cells: protein kinase A downregulation and cytoplasmic export of CRE-binding proteins. Mol Cell Biochem 218: 55–63.1133083810.1023/a:1007205205131

[72] CasaburiI, AvenaP, LanzinoM, SisciD, GiordanoF, et al (2012) Chenodeoxycholic acid through a TGR5-dependent CREB signaling activation enhances cyclin D1 expression and promotes human endometrial cancer cell proliferation. Cell Cycle 11: 2699–2710.2275144010.4161/cc.21029

[73] KinjoK, SandovalS, SakamotoKM, ShankarDB (2005) The role of CREB as a proto-oncogene in hematopoiesis. Cell Cycle 4: 1134–1135.1609637210.4161/cc.4.9.1991

[74] DuprezE (2004) A new role for C/EBPbeta in acute promyelocytic leukemia. Cell Cycle 3: 389–390.1497642810.4161/cc.3.4.771

[75] TamuraK, HuaB, AdachiS, GuneyI, KawauchiJ, et al (2005) Stress response gene ATF3 is a target of c-myc in serum-induced cell proliferation. EMBO J 24: 2590–2601.1599086910.1038/sj.emboj.7600742PMC1176468

[76] LehtinenL, KetolaK, MakelaR, MpindiJP, ViitalaM, et al (2013) High-throughput RNAi screening for novel modulators of vimentin expression identifies MTHFD2 as a regulator of breast cancer cell migration and invasion. Oncotarget 4: 48–63.2329595510.18632/oncotarget.756PMC3702207

[77] TarabolettiG, RusnatiM, RagonaL, ColomboG (2010) Targeting tumor angiogenesis with TSP-1-based compounds: rational design of antiangiogenic mimetics of endogenous inhibitors. Oncotarget 1: 662–673.2131746110.18632/oncotarget.200PMC3248139

[78] KarnezisT, ShayanR, FoxS, AchenMG, StackerSA (2012) The connection between lymphangiogenic signalling and prostaglandin biology: a missing link in the metastatic pathway. Oncotarget 3: 893–906.2309768510.18632/oncotarget.593PMC3478465

[79] YamaokaT, FujimotoM, OgawaF, YoshizakiA, BaeSJ, et al (2011) The roles of P- and E-selectins and P-selectin glycoprotein ligand-1 in primary and metastatic mouse melanomas. J Dermatol Sci 64: 99–107.2188987910.1016/j.jdermsci.2011.07.005

[80] Okada-BanM, MoensG, ThieryJP, JouanneauJ (1999) Nuclear 24 kD fibroblast growth factor (FGF)-2 confers metastatic properties on rat bladder carcinoma cells. Oncogene 18: 6719–6724.1059727910.1038/sj.onc.1203092

[81] NakanishiK, YoshimotoT, TsutsuiH, OkamuraH (2001) Interleukin-18 is a unique cytokine that stimulates both Th1 and Th2 responses depending on its cytokine milieu. Cytokine Growth Factor Rev 12: 53–72.1131211910.1016/s1359-6101(00)00015-0

[82] YanC, BoydDD (2006) ATF3 regulates the stability of p53: a link to cancer. Cell Cycle 5: 926–929.1662801010.4161/cc.5.9.2714

[83] SternlichtMD, WerbZ (2001) How matrix metalloproteinases regulate cell behavior. Annu Rev Cell Dev Biol 17: 463–516.1168749710.1146/annurev.cellbio.17.1.463PMC2792593

# Supplementary material for: Inhibition of RUNX2 Transcriptional Activity Blocks the Proliferation, Migration and Invasion of Epithelial Ovarian Carcinoma Cells
**Source:** PLoS One. 2013 Oct 4;8(10):e74384. doi: 10.1371/journal.pone.0074384
**Supplement:** Figure S1 — Kaplan-Meier curve for progression free survival according to the level of RUNX2 IHC intensity in tumor samples of 52 serous EOC patients.

## Slide 1
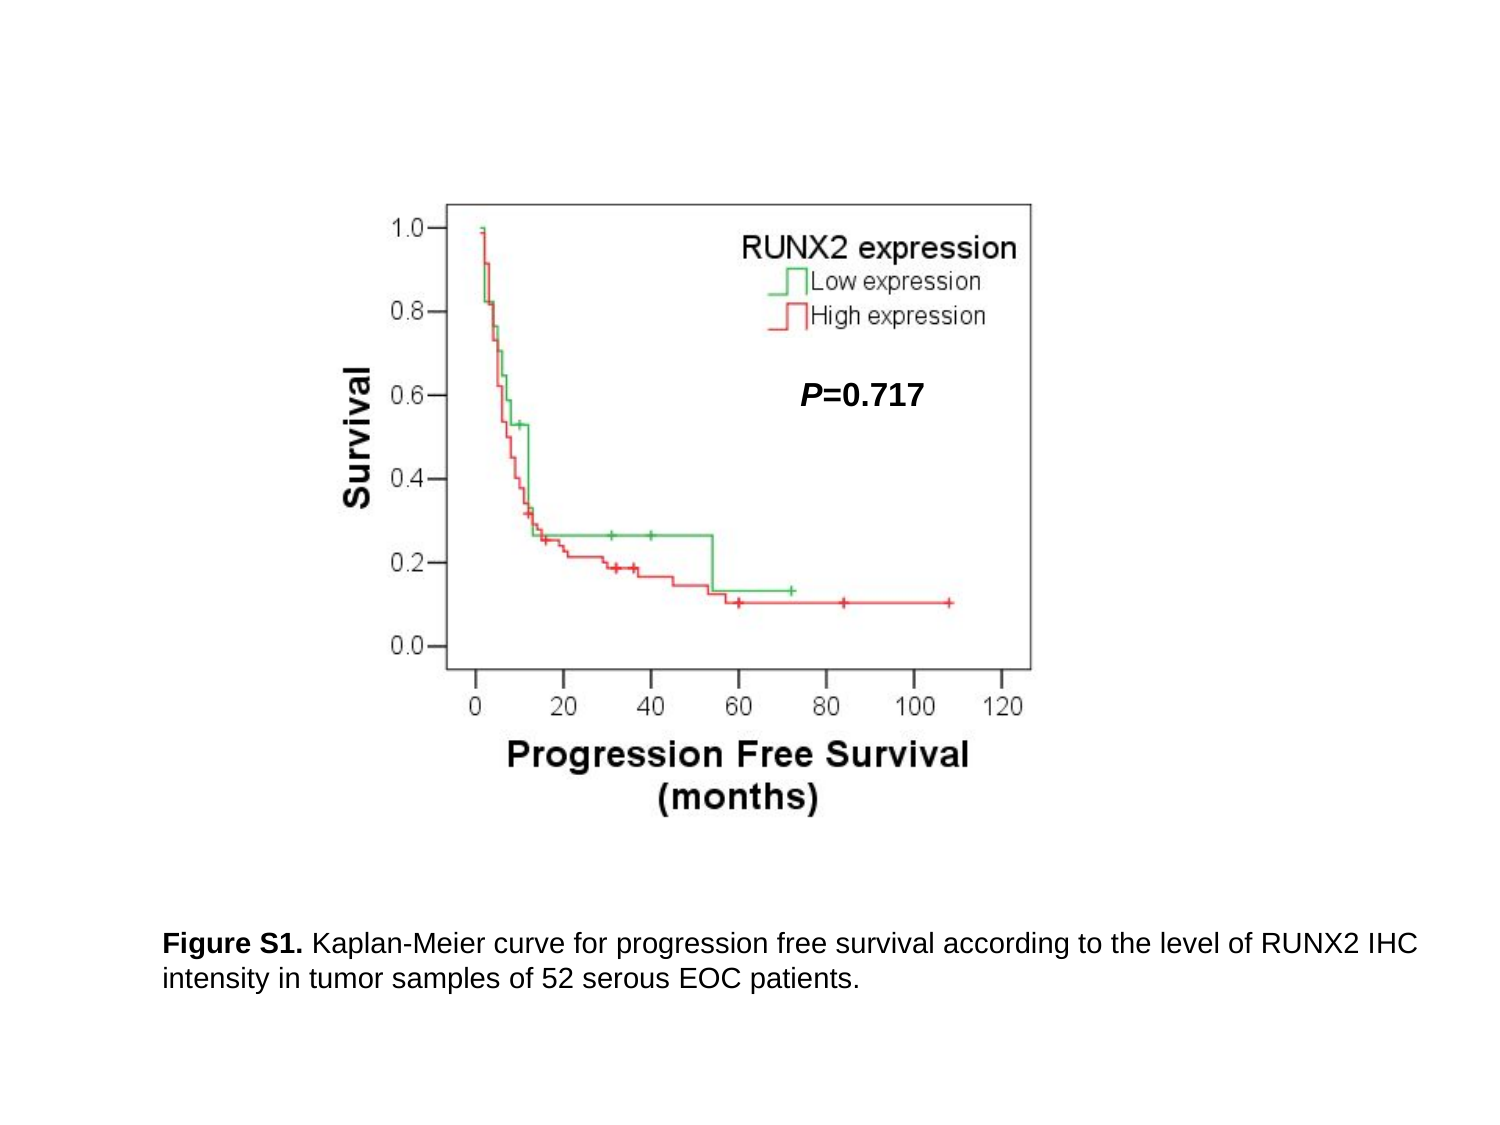

P=0.717
Figure S1. Kaplan-Meier curve for progression free survival according to the level of RUNX2 IHC intensity in tumor samples of 52 serous EOC patients.

# Supplementary material for: Inhibition of RUNX2 Transcriptional Activity Blocks the Proliferation, Migration and Invasion of Epithelial Ovarian Carcinoma Cells
**Source:** PLoS One. 2013 Oct 4;8(10):e74384. doi: 10.1371/journal.pone.0074384
**Supplement:** Figure S2 — Genomic structure of the RUNX2 gene, isoforms a, b and c. The CpG island (CpG 60) containing the analyzed 12 putative CpG methylation targets is indicated with arrow.

## Slide 1
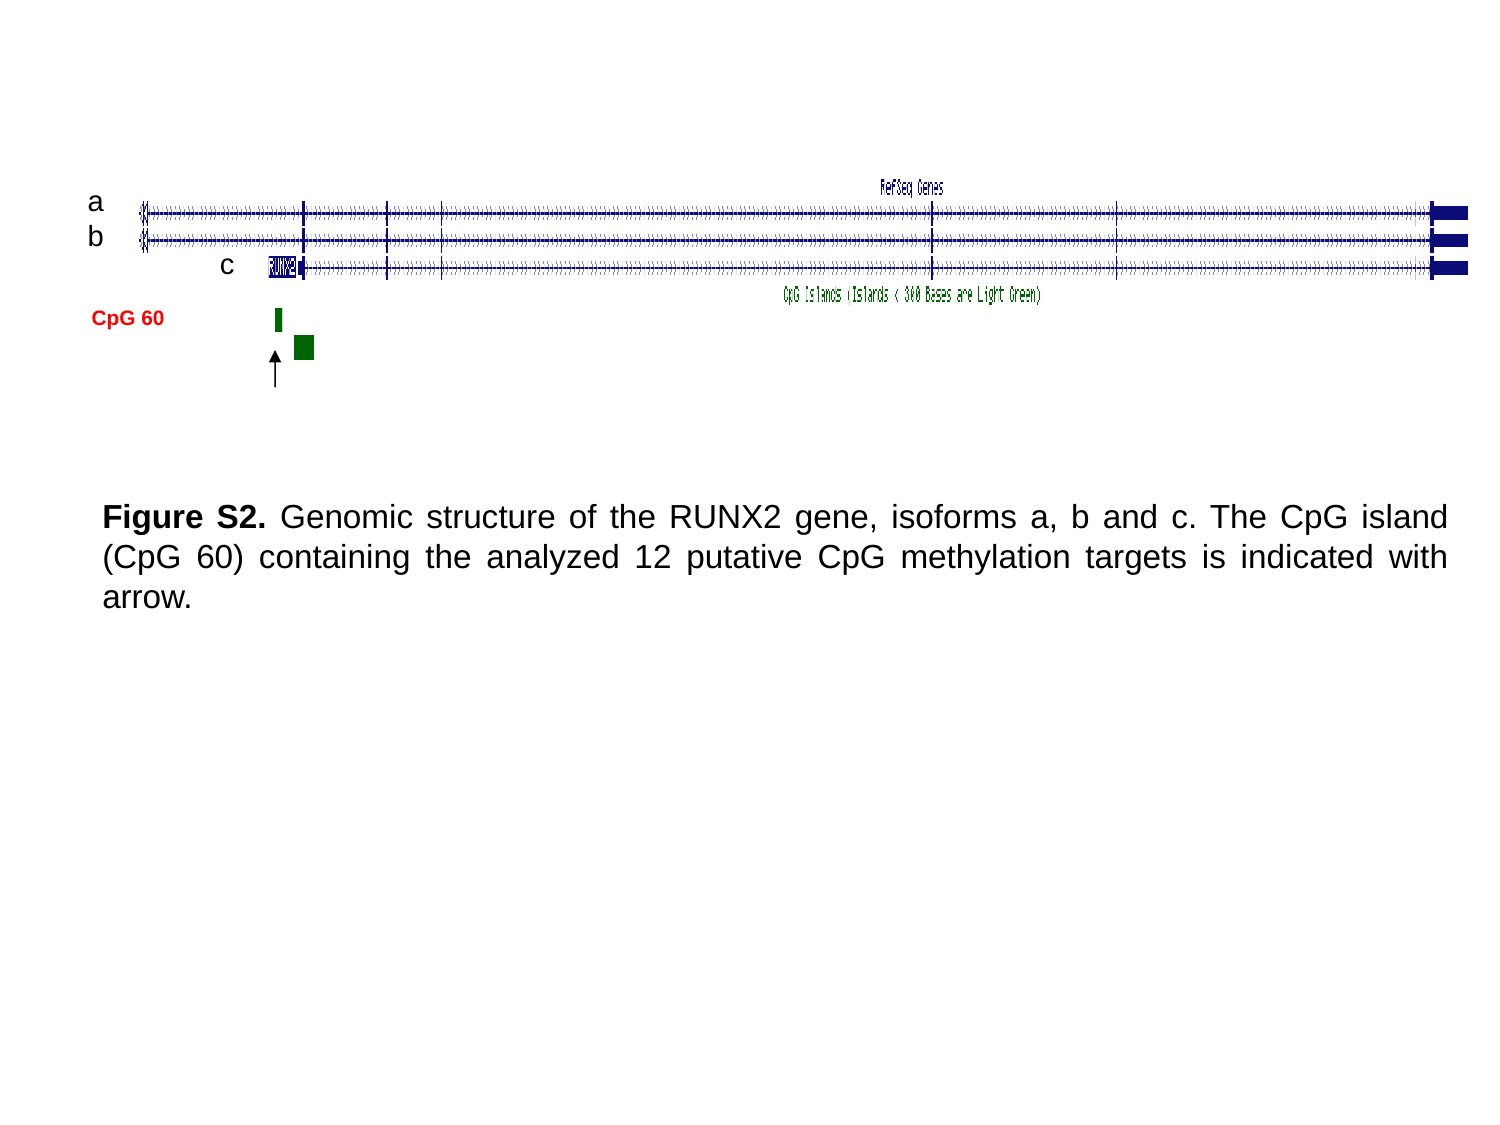

a
b
c
CpG 60
Figure S2. Genomic structure of the RUNX2 gene, isoforms a, b and c. The CpG island (CpG 60) containing the analyzed 12 putative CpG methylation targets is indicated with arrow.

# Supplementary material for: Inhibition of RUNX2 Transcriptional Activity Blocks the Proliferation, Migration and Invasion of Epithelial Ovarian Carcinoma Cells
**Source:** PLoS One. 2013 Oct 4;8(10):e74384. doi: 10.1371/journal.pone.0074384
**Supplement:** Figure S3 — BSP analysis of the methylation status of RUNX2 in grade 3 primary serous EOC tumors compared to omental metastases.

## Slide 1
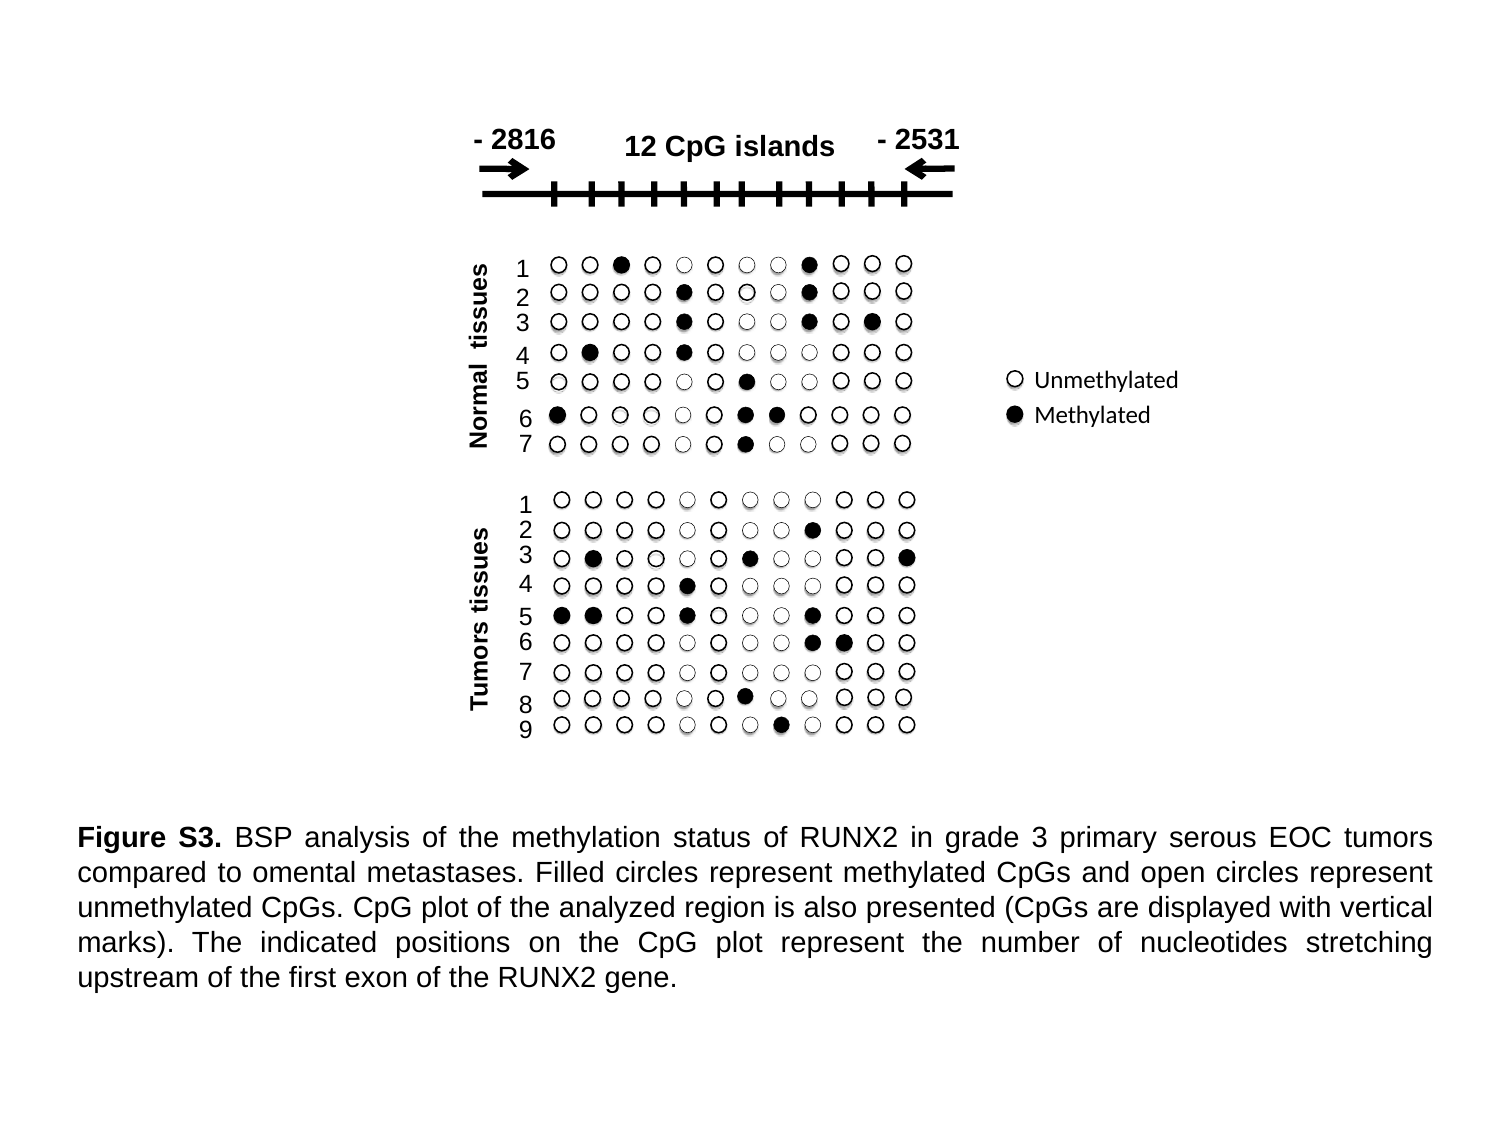

- 2816
- 2531
12 CpG islands
1
2
3
Normal tissues
4
Unmethylated
5
Methylated
6
7
1
2
3
4
Tumors tissues
5
6
7
8
9
Figure S3. BSP analysis of the methylation status of RUNX2 in grade 3 primary serous EOC tumors compared to omental metastases. Filled circles represent methylated CpGs and open circles represent unmethylated CpGs. CpG plot of the analyzed region is also presented (CpGs are displayed with vertical marks). The indicated positions on the CpG plot represent the number of nucleotides stretching upstream of the first exon of the RUNX2 gene.

# Supplementary material for: Inhibition of RUNX2 Transcriptional Activity Blocks the Proliferation, Migration and Invasion of Epithelial Ovarian Carcinoma Cells
**Source:** PLoS One. 2013 Oct 4;8(10):e74384. doi: 10.1371/journal.pone.0074384
**Supplement:** Figure S4 — Western blot analysis of RUNX2 protein expression in different EOC cell lines.

## Slide 1
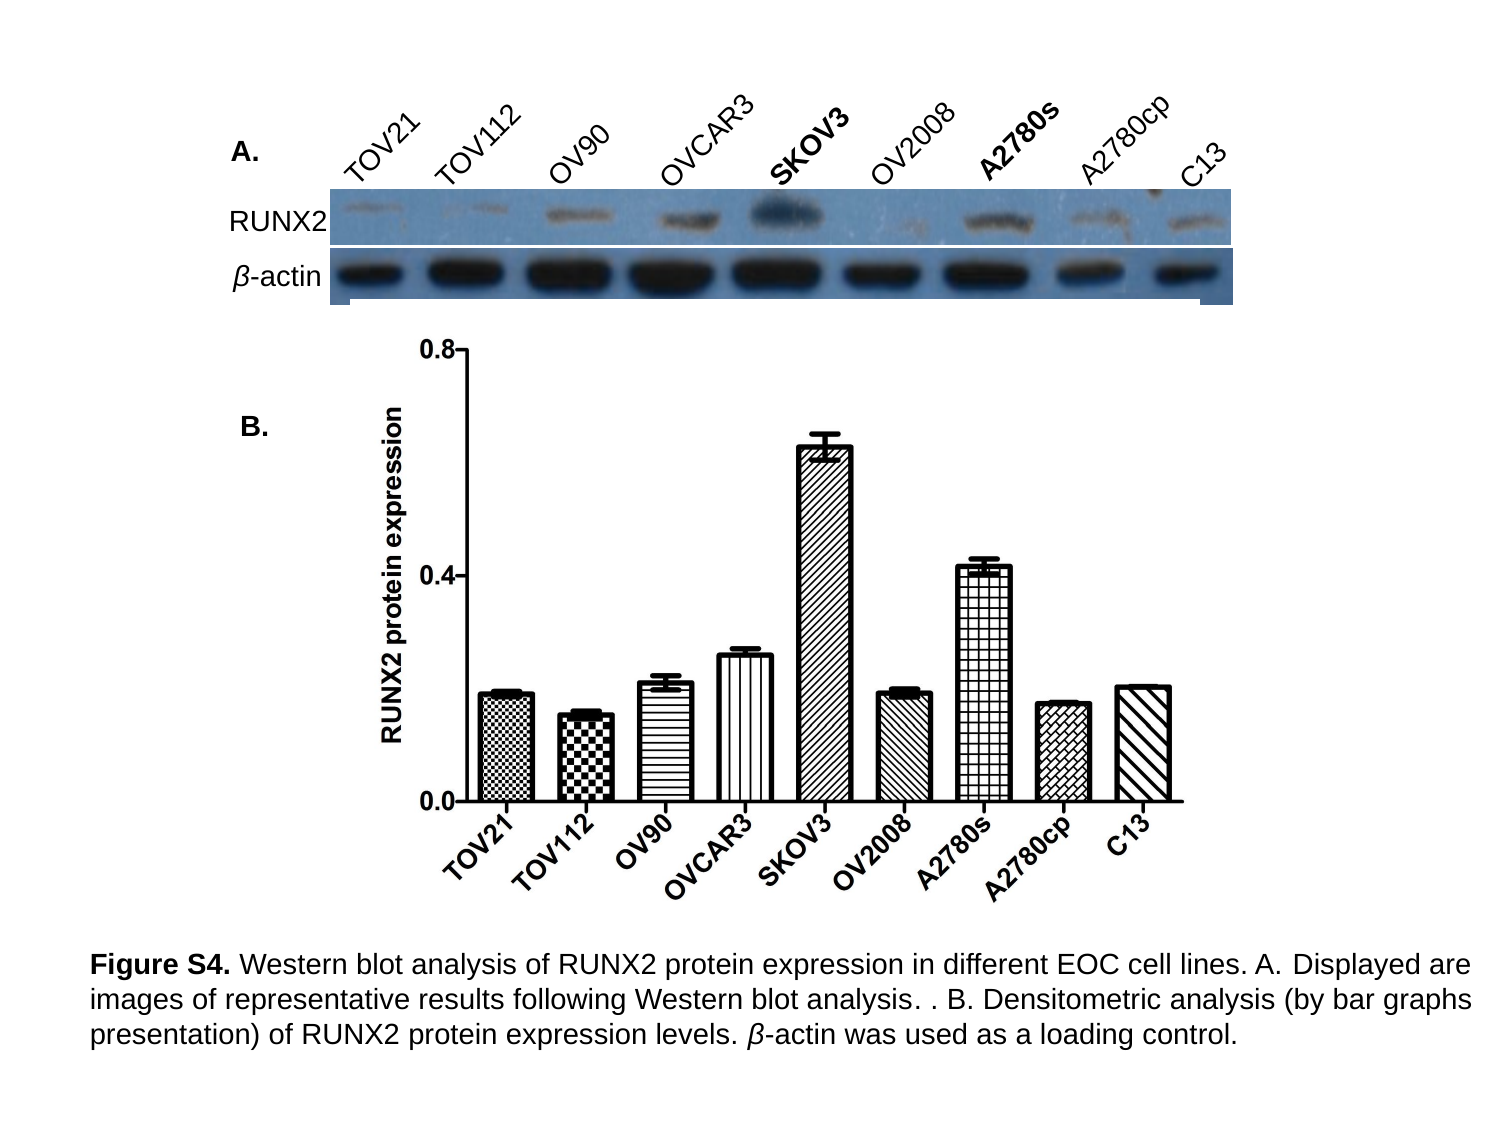

A2780cp
A2780s
OVCAR3
SKOV3
OV2008
TOV112
TOV21
OV90
C13
RUNX2
β-actin
A.
B.
Figure S4. Western blot analysis of RUNX2 protein expression in different EOC cell lines. A. Displayed are images of representative results following Western blot analysis. . B. Densitometric analysis (by bar graphs presentation) of RUNX2 protein expression levels. β-actin was used as a loading control.

# Supplementary material for: Inhibition of RUNX2 Transcriptional Activity Blocks the Proliferation, Migration and Invasion of Epithelial Ovarian Carcinoma Cells
**Source:** PLoS One. 2013 Oct 4;8(10):e74384. doi: 10.1371/journal.pone.0074384
**Supplement:** Figure S5 — ShRNA-mediated knockdown of the RUNX2 expression in A2780s cells and consecutive analyses of functional phenotypes.

## Slide 1
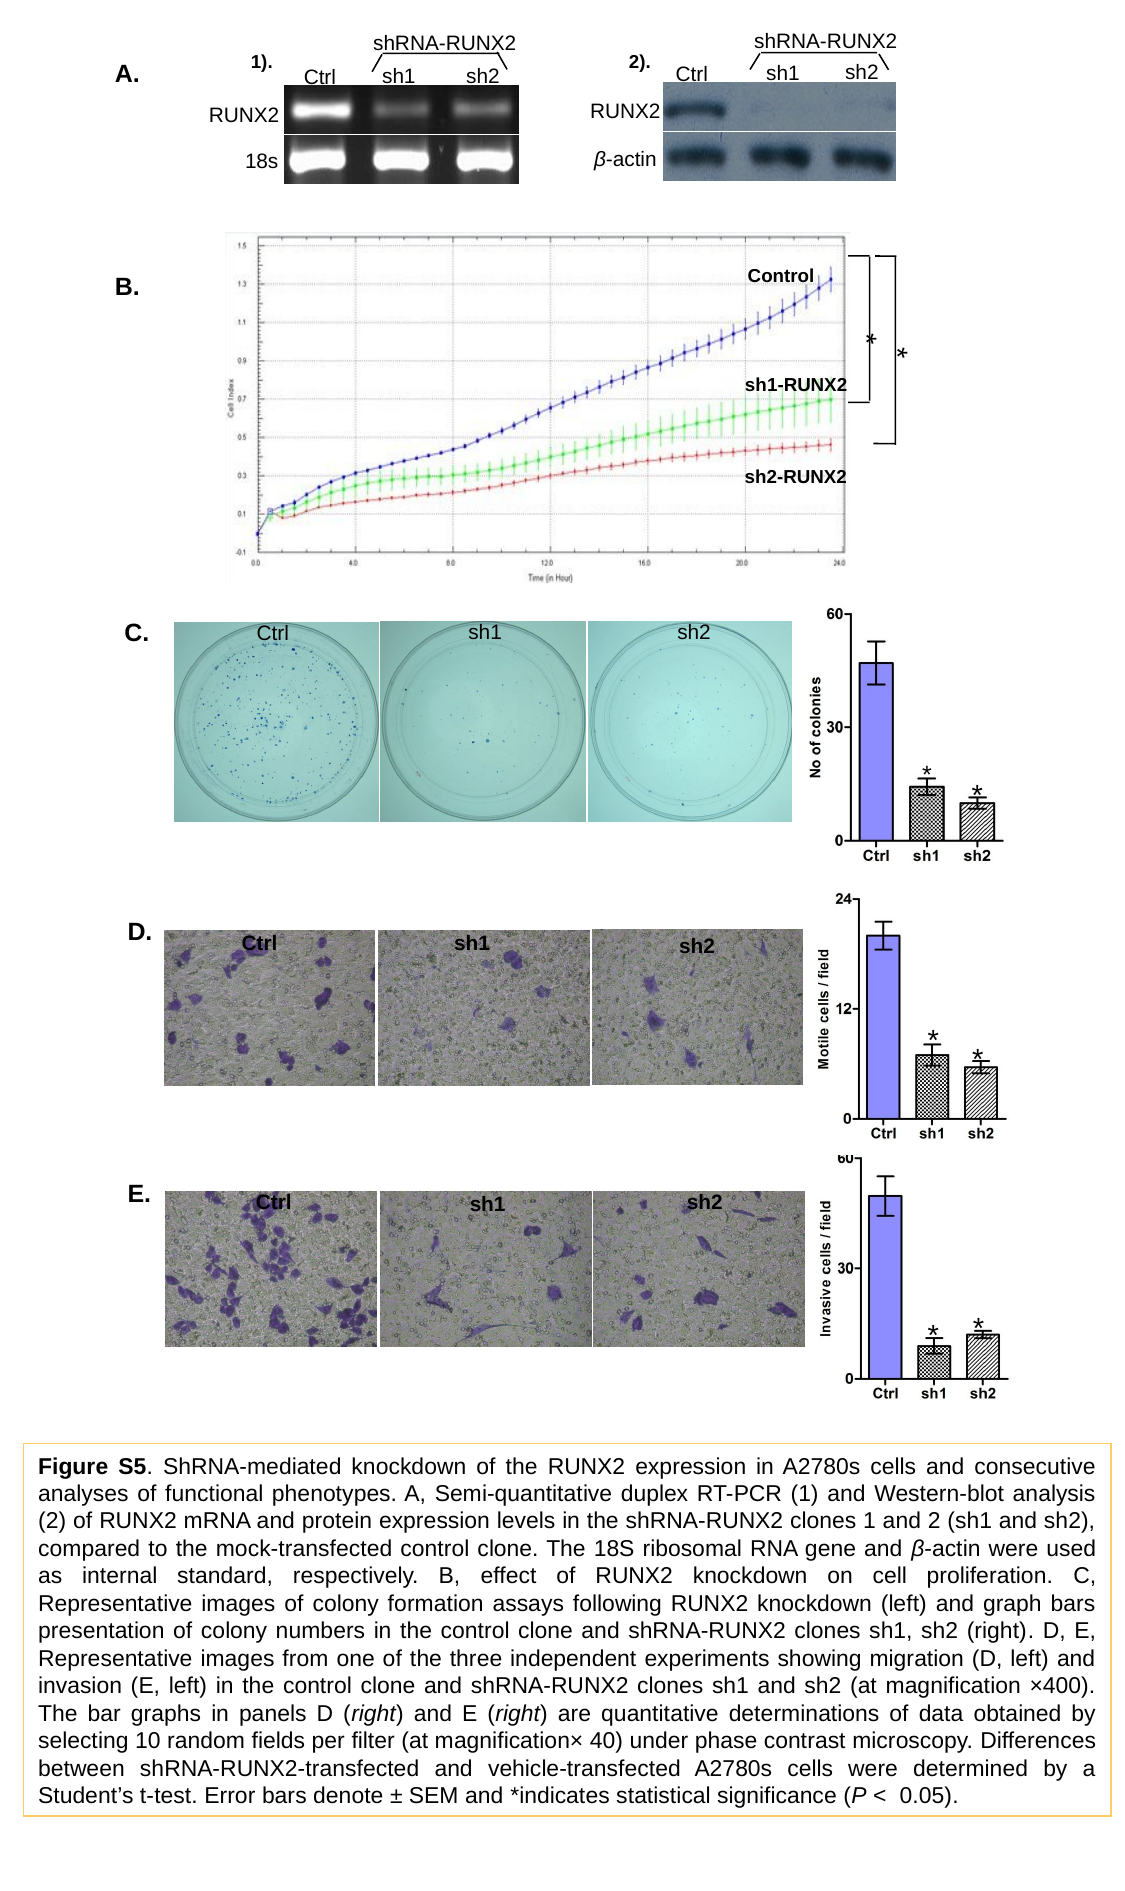

shRNA-RUNX2
sh2
sh1
Ctrl
RUNX2
 β-actin
shRNA-RUNX2
sh1
sh2
Ctrl
RUNX2
 18s
1).
2).
A.
Control
*
sh1-RUNX2
*
sh2-RUNX2
B.
*
*
**
**
*
*
 *
**
sh1
sh2
Ctrl
*
*
 *
**
C.
*
*
Ctrl
sh1
sh2
D.
*
*
Ctrl
sh2
sh1
E.
Figure S5. ShRNA-mediated knockdown of the RUNX2 expression in A2780s cells and consecutive analyses of functional phenotypes. A, Semi-quantitative duplex RT-PCR (1) and Western-blot analysis (2) of RUNX2 mRNA and protein expression levels in the shRNA-RUNX2 clones 1 and 2 (sh1 and sh2), compared to the mock-transfected control clone. The 18S ribosomal RNA gene and β-actin were used as internal standard, respectively. B, effect of RUNX2 knockdown on cell proliferation. C, Representative images of colony formation assays following RUNX2 knockdown (left) and graph bars presentation of colony numbers in the control clone and shRNA-RUNX2 clones sh1, sh2 (right). D, E, Representative images from one of the three independent experiments showing migration (D, left) and invasion (E, left) in the control clone and shRNA-RUNX2 clones sh1 and sh2 (at magnification ×400). The bar graphs in panels D (right) and E (right) are quantitative determinations of data obtained by selecting 10 random fields per filter (at magnification× 40) under phase contrast microscopy. Differences between shRNA-RUNX2-transfected and vehicle-transfected A2780s cells were determined by a Student’s t-test. Error bars denote ± SEM and *indicates statistical significance (P < 0.05).

# Supplementary material for: Inhibition of RUNX2 Transcriptional Activity Blocks the Proliferation, Migration and Invasion of Epithelial Ovarian Carcinoma Cells
**Source:** PLoS One. 2013 Oct 4;8(10):e74384. doi: 10.1371/journal.pone.0074384
**Supplement:** Figure S6 — ShRNA-mediated knockdown of the RUNX2 expression in SKOV3 cells: effect on cell cycle control.

## Slide 1
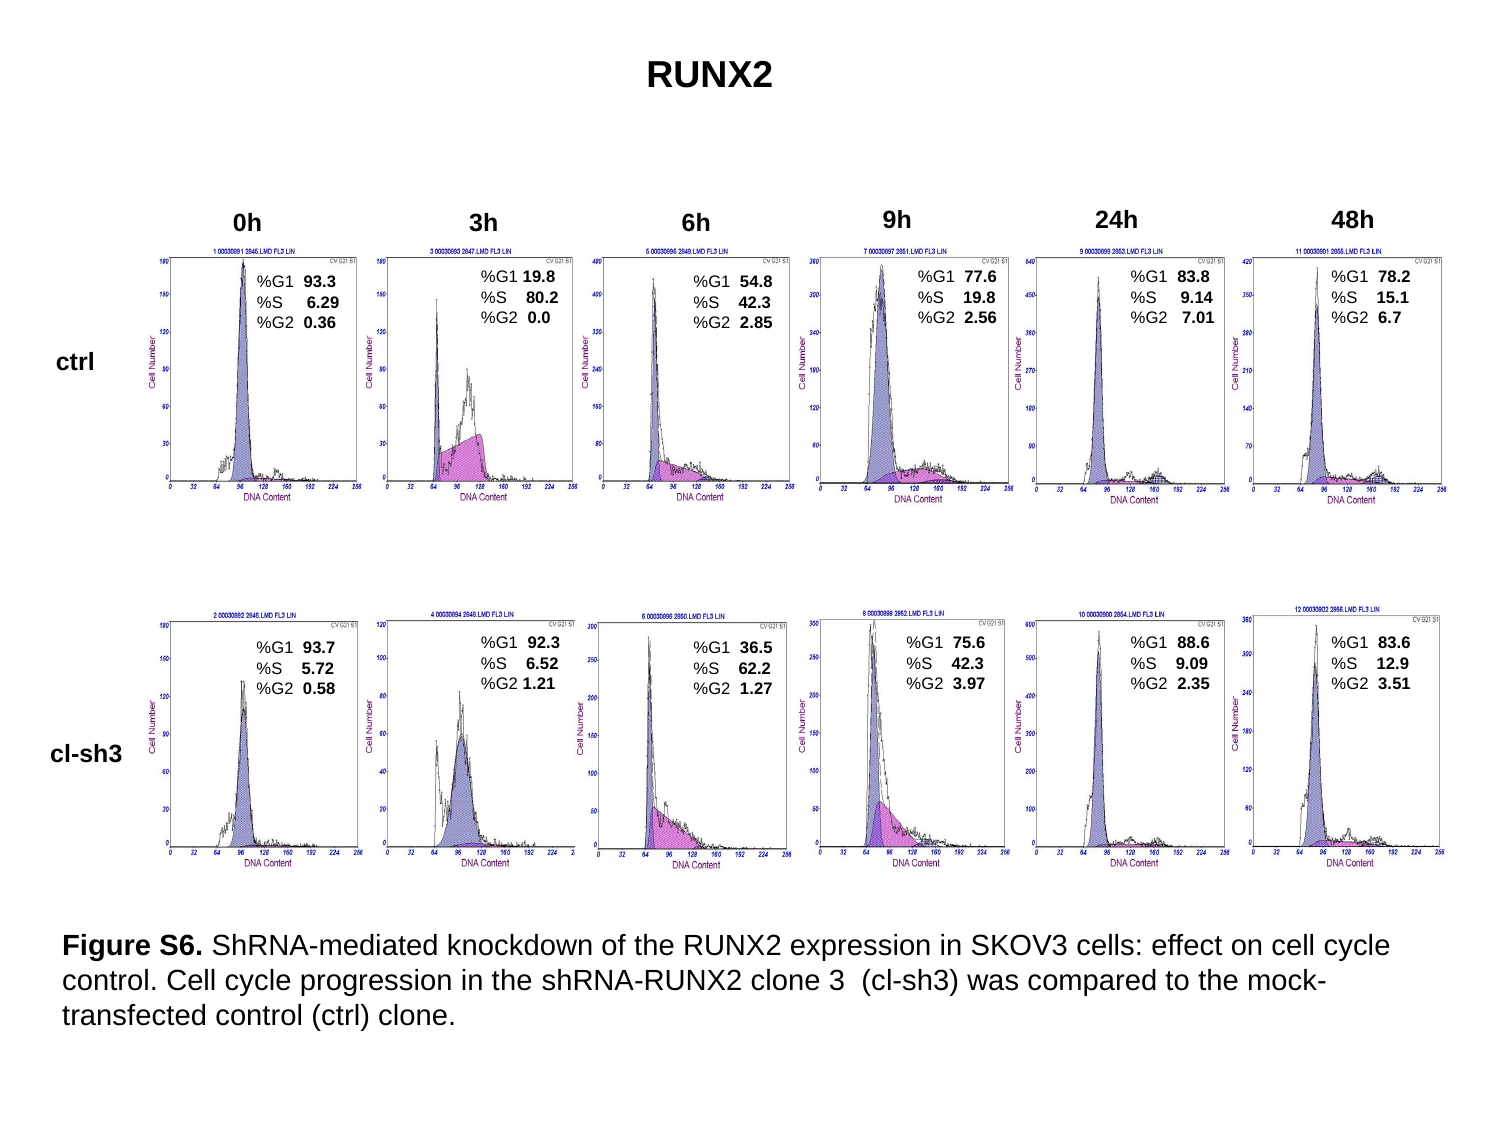

RUNX2
9h
24h
48h
0h
3h
6h
%G1 19.8
%S 80.2
%G2 0.0
%G1 77.6
%S 19.8
%G2 2.56
%G1 83.8
%S 9.14
%G2 7.01
%G1 78.2
%S 15.1
%G2 6.7
%G1 93.3
%S 6.29
%G2 0.36
%G1 54.8
%S 42.3
%G2 2.85
ctrl
%G1 92.3
%S 6.52
%G2 1.21
%G1 75.6
%S 42.3
%G2 3.97
%G1 88.6
%S 9.09
%G2 2.35
%G1 83.6
%S 12.9
%G2 3.51
%G1 93.7
%S 5.72
%G2 0.58
%G1 36.5
%S 62.2
%G2 1.27
cl-sh3
Figure S6. ShRNA-mediated knockdown of the RUNX2 expression in SKOV3 cells: effect on cell cycle control. Cell cycle progression in the shRNA-RUNX2 clone 3 (cl-sh3) was compared to the mock-transfected control (ctrl) clone.

# Supplementary material for: Inhibition of RUNX2 Transcriptional Activity Blocks the Proliferation, Migration and Invasion of Epithelial Ovarian Carcinoma Cells
**Source:** PLoS One. 2013 Oct 4;8(10):e74384. doi: 10.1371/journal.pone.0074384
**Supplement:** Figure S7 — Dose-response cytotoxicity curves upon cisplatin (A) and paclitaxel (B) treatment of SKOV3 cells following shRNA-mediated RUNX2 knockdown.

## Slide 1
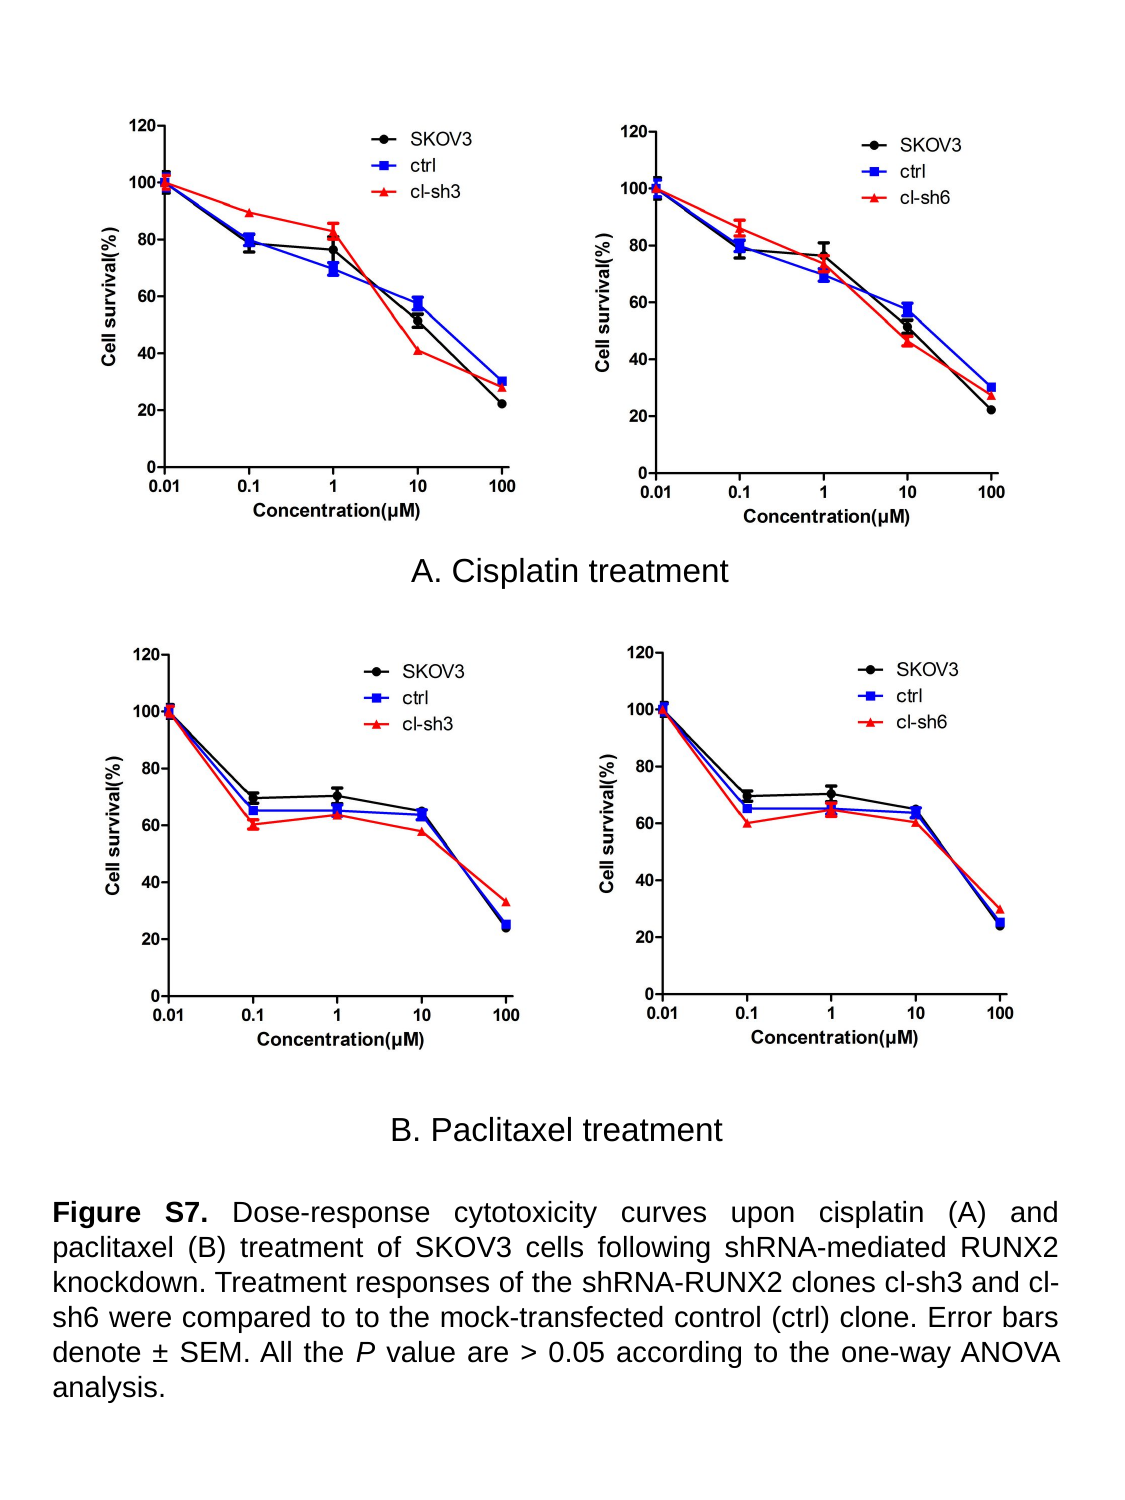

A. Cisplatin treatment
B. Paclitaxel treatment
Figure S7. Dose-response cytotoxicity curves upon cisplatin (A) and paclitaxel (B) treatment of SKOV3 cells following shRNA-mediated RUNX2 knockdown. Treatment responses of the shRNA-RUNX2 clones cl-sh3 and cl-sh6 were compared to to the mock-transfected control (ctrl) clone. Error bars denote ± SEM. All the P value are > 0.05 according to the one-way ANOVA analysis.

# Supplementary material for: Inhibition of RUNX2 Transcriptional Activity Blocks the Proliferation, Migration and Invasion of Epithelial Ovarian Carcinoma Cells
**Source:** PLoS One. 2013 Oct 4;8(10):e74384. doi: 10.1371/journal.pone.0074384
**Supplement:** Table S4 — Median comparison analysis (Mann-Whitney) of the RUNX2 expression values in different EOC and control tissues.

**Table S4.** Median comparison analysis (Mann-Whitney) of the RUNX2 expression values in different EOC and control tissues, including 52 primary high-grade tumors (HG), 52 omental metastases (OM), 13 low-malignant potential tumors (LMP), 13 ovarian normal tissues (ONT) and 13 uterine smooth muscle (SMT) tissues (as presented in Fig. 1).

| Tissue | Mean + SD | Median | Lower 95% CI | Upper 95% CI |
| --- | --- | --- | --- | --- |
| **SMT** | 0,54±0,37 | 0,50 | 0,33 | 0,75 |
| **ONT** | 1,11±0,60 | 1,00 | 0,65 | 1,57 |
| **LMP** | 2,48±0,44 | 2,50 | 2,21 | 2,74 |
| **HG** | 2,29±0,77 | 2,50 | 2,01 | 2,51 |
| **OM** | 2,07±0,62 | 2,00 | 1,90 | 2,24 |

How the deposited data were processed for this re-analysis (not part of the article)

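RNA of the RUNX2 knockdown clone cl-sh3 and of the mock-transfected control clone of SKOV3 cells was compared on 2-colour Agilent whole human genome arrays in 2 hybridizations with reversed dyes. The hybridizations were made from the same RNAs on 1 slide, which makes them 1 replicate. No test between the clones can be made from 1 replicate, so no p-value is given and each value is reported for both hybridizations. Both clones share the slide, so there was no batch to test.

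The authors scanned the arrays and deposited the intensity of every spot as read by Feature Extraction 10.5.1.1, with local backgrounds, outlier flags, a flag for signal well above background, and that software's log10 ratio of Cy5 over Cy3 after its own background correction and dye normalization. The authors also deposited a table of log10 ratios for each hybridization, which equals the software's log10 ratio to within 0.00245 and 0.00500. The paper's text refers to an earlier article for data extraction and analysis, and names no normalization itself. The deposited intensities are not normalized.

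From the intensities, the background was corrected with normexp (offset 50) in limma 3.58.1 under R 4.3.3. The plan named mean pixel foreground values, but the files hold median pixel values, so these were used over the median local background. Control spots were removed after this step, spots with a non-uniformity or population outlier flag in either channel were set to missing, and each array was normalized by loess. Spots of a probe were averaged, and ratios were turned to log2 of cl-sh3 over control. An RNA counted as well above background in a hybridization when at least 50% of the probe's spots had the software's flag. Probes were kept when at least 1 RNA was well above background in both hybridizations. Of the negative control spots, between 0% and 1.96% per channel carried this flag. A probe was counted as changed when it was at least 2-fold higher or lower in both hybridizations, which is the paper's rule. The number of arrays limits the precision, and only technical error can be seen.

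The files give no gene symbols for the probes. Accessions were named through a RefSeq table of the assembly GRCh38.p14, without versions, which held 18023 of the 19228 RefSeq accessions among the 32890 accessions of the arrays. A further 7 were named through Tables S2 and S3, and 14860 accessions were kept as names. No coordinates of that assembly are given, because the arrays were annotated on another build.

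The rule for the genes named in the text was set before the data were examined. It takes RUNX2, RUNX1, RUNX3 and CBFB, genes the paper names for these arrays, the 5 probes with the largest mean change in each direction, and the members of the gene lists that met the 2-fold rule. Each gene is represented by its brightest probe of the accession in Table S2, or by the brightest probe of its symbol where no probe carries that accession, and other probes are mentioned where they differ. HSPA5, DAZ2, single genes of DNA replication and mitosis, and the genes that bound windows of neighbouring genes are named outside this rule. HSPA5 and the genes of replication and mitosis were named after their values were seen. EYA4 is among the largest increases through another probe than its brightest. The 9 gene lists were also written before the data were examined, from general knowledge. They hold amino acid response genes driven by ATF4, tRNA synthetases that are ATF4 targets and those that are not, endoplasmic reticulum chaperones, genes of DNA replication and mitosis, inflammatory genes driven by NF-kappaB, interferon response genes, RUNX2 targets in bone, and chromosome Y genes. List names that fit more than 1 gene were left unmatched. The median of each list was set against 10000 random lists of the same size, matched on 10 classes of mean log2 intensity.

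The normalization, the 2-fold rule and the list percentile were checked on simulated data. In a simulated dye swap of cl-sh3 over control with 41000 probes, 197 of 200 changed probes were recovered in the right direction and 0 unchanged probes were called. The simulated changes were up to 4-fold, all well past 2-fold, and left out the dimmest probes. The noise had one size at every brightness, and single probes had no dye effect of their own. This recovery therefore does not carry over to probes near 2-fold or to dim probes. Of 100 random lists of 20 probes, 4 fell outside the percentiles 2.5 and 97.5. The alternatives tried were normexp with offset 0, no background correction, median centring in place of loess, Aquantile after loess, flagged spots kept, no filter on detection, a filter requiring both RNAs, the software's log ratios, the deposited table of ratios, each hybridization alone, the mean of both in the 2-fold rule, and the mean of all probes of a gene. Computations outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Table S1, which concerns patients, was not used. Some genes that the paper names are not reported here. RUNX1 knockdown arrays, qPCR data and pathway analyses were not analysed here.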

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

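The tests of a shift of genes of similar brightness and of a dye effect were chosen after ratios of some listed genes had been seen.

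Genes of the amino acid response that the paper does not list or name were lower in cl-sh3. The list of amino acid response genes driven by the transcription factor ATF4 had 38 genes well above background, with a median log2 ratio of -0.93. Of these, 13 were at least 2-fold lower in both hybridizations and 17 are named by the paper or listed in Table S2, so those are not independent of the paper's selection. The remaining 21 genes had a median of -0.50, with -0.56 in hybridization 1 and -0.44 in hybridization 2, and 14 of them were lower in both. None of the 21 was at least 2-fold lower, which is largely fixed by leaving out the genes that the paper listed for passing 2-fold. The 13 genes past 2-fold all belong to the paper's selection and include ASNS (-2.06 and -2.10), PCK2 (-2.27 and -1.85), CTH (-1.75 and -1.53), DDIT4 (-1.41 and -1.40) and PHGDH (-1.41 and -1.09), which kept its sign but not its 2-fold call with the log ratios of the scanner software. Among cytoplasmic tRNA synthetases that are ATF4 targets, the 7 that the paper does not list or name had a median of -0.65, and 6 of the 7 were lower in both hybridizations, with 0 of them at least 2-fold lower.

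Several explanations were weighed. A shift of all genes of similar brightness is argued against by the 21 genes, whose median was at percentile 0 of 10000 random lists matched on brightness. A dye effect would reverse its sign with the dyes, while the median of the whole list was -0.87 in the hybridization where it was nearer 0 and -0.97 in the other. A lower unfolded protein response as a whole stays open. The median of 15 genes of the chaperone list was 0.01 (percentile 50.2), but 5 were lower and 6 higher in both hybridizations, and HSPA5 was at -1.04 and -0.98, so that this median does not decide. A candidate explanation is lower activity of ATF4, whose own log2 ratios were -1.54 and -1.30. All 9 measured synthetases that are ATF4 targets had a median of -0.68 (percentile 0), with CARS1 (-1.30 and -1.06) and TARS1 (-1.19 and -1.03), both listed in Table S2, at least 2-fold lower, while 8 other synthetases had a median of 0.16 (percentile 91.6). CARS1 did not pass 2-fold without background correction, nor TARS1 with median centring. That the amino acid response fell because of RUNX2 cannot be told apart from a difference between the cultures or clones, such as the supply of nutrients at harvest, since the arrays hold 1 pair of clones. The explanation therefore stays a hypothesis.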

How the results depend on the processing

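The alternatives were set before the data were examined, except for the choices of any probe of an accession and of matching by gene symbol for Table S2. Each changed a single choice, with these exceptions. The scanner software's and the deposited ratios replace background correction, offset and normalization together. Each hybridization alone changes both the 2-fold rule and the filter on detection. The brightest RUNX2 probe stayed at least 2-fold lower under every alternative that was applied to it, with mean log2 ratios from -1.76 to -1.58, and from -2.04 to -1.30 in single hybridizations. The 44 higher and 142 lower probes of the main processing were all called with offset 0, with flagged spots kept and with no filter on detection. Aquantile changes intensities and leaves ratios as they are, so it moved none by its construction. Lifting the filter on detection cannot lose a called probe either.

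The counts also moved under other ratios or rules. With median centring in place of loess, 77 probes and 75 genes were higher, 1 probe was brighter in the same dye, and the medians of the chaperone and interferon lists were 0.0671 and 0.0889. With the log ratios of the scanner software, 103 probes of 101 genes were higher and 253 probes of 235 genes lower, 3 probes were brighter in the same dye, 47 upregulated rows of Table S2 met the rule, and the same 2 lists had medians of 0.0724 and 0.0841. The deposited table of ratios, which holds the same values rounded, gave 251 probes of 233 genes lower and otherwise these numbers. With the 2-fold rule applied to the mean of both hybridizations, 93 probes of 90 genes were higher and 250 probes of 228 genes lower, and 41 upregulated rows met the rule, because this rule is less strict. With the mean of all probes of a gene, the amino acid response list had a median of -0.72. Apart from the rule on the mean, the cause was not tested.

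Each hybridization alone, with detection also judged in that hybridization alone, gave between 88 and 219 higher probes, 196 and 507 lower probes, 85 and 212 higher genes, and 182 and 466 lower genes. Upregulated rows of Table S2 that met the rule numbered between 30 and 43. Lower probes made up 85.2% of the changed ones with cl-sh3 in Cy5 alone and 47.2% with cl-sh3 in Cy3 alone. The medians of the chaperone list lay between 0.0242 and 0.0491, of the RUNX2 bone target list between -0.19 and -0.18, and of the chromosome Y list between 0.0130 and 0.0462.

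The correlation of the 2 hybridizations across probes has no error of its own, so each value is given as Pearson and Spearman. It was 0.516 and 0.337 with offset 0, 0.514 and 0.309 without background correction, 0.535 and 0.366 with median centring, 0.551 and 0.350 with flagged spots kept, 0.515 and 0.301 with no filter, 0.574 and 0.392 with both RNAs required, and 0.626 and 0.484 with the scanner software's or the deposited ratios.

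With both RNAs required to be well above background, 3 of 9 genes of Figure 8 had its direction in place of 6, since the filter removes PCDH9, MMP13 and ALDH1A1. Over 51 named genes, 505 alternative values moved by no more than the difference between the 2 hybridizations, 50 moved by more, and 0 called genes changed sign. Many of the 505 were fixed in advance. A hybridization taken alone always lies within that difference of the mean, and a called gene cannot change sign there. Aquantile and the other filters on detection leave the ratios of the named genes as they are. The 505 values are therefore no measure of how stable the ratios were. Of 33 called probes of named genes, ITGB2 and CARS1 were lost without background correction, TARS1 with median centring, MMP13 with both RNAs required, and PHGDH with the scanner software's or the deposited ratios.

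Signal over background limits the dim genes. With offset 50 the ratio of a dim probe is drawn towards 0, and without it 61 probes were higher and 194 lower. The mean pixel foreground was not run, because the median is the foreground in the files and is the main setting. No paired analysis was possible because both arrays come from 1 pair of clones.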

Differences from the paper's values

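The paper's number of upregulated genes is 87 and that found here is 44. The paper's number of downregulated genes is 251 and that found here is 133. Of the alternatives set before the data were examined, the upregulated count was within 1.5 times the paper's with offset 0 (60), median centring (75), the scanner software's and the deposited log ratios (101 each), the rule on the mean of both hybridizations (90) and the hybridization with cl-sh3 in Cy5 alone (85). It was not with no background correction, Aquantile, flagged spots kept, no filter, both RNAs required, or the hybridization with cl-sh3 in Cy3 alone. The downregulated count was within 1.5 times the paper's with offset 0 (180), the scanner software's log ratios (235), the deposited log ratios (233), the rule on the mean (228) and the hybridization with cl-sh3 in Cy3 alone (182), and was not under the other alternatives. Counted as probes, the deposited log ratios gave 251 lower and 103 higher.

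For the brighter of 2 PCDH9 transcripts in Table S2, the fold increase is the paper's 3.13 and the value here is 1.96. Offset 0 (2.54) and the scanner software's (3.49) and deposited (3.50) log ratios came within 1.5 times of the paper's value, and the other alternatives that gave a value did not. The probe of the other PCDH9 transcript, for which the paper gives 4.62, was not well above background in both hybridizations in either RNA. The folds given here for these genes are not exact. For PCDH9 in the control, and for MMP13 and ALDH1A1 in cl-sh3, the signal was well above background in 1 hybridization only, and the offset draws such ratios towards 0. For MMP13 the paper's fold decrease is 15.7 and the value here is 4.72, or 7.74 with offset 0. For ALDH1A1 the paper's is 6.02 and the value here is 2.13. For these 2 genes the scanner software's log ratios (14.0 and 5.26) and the deposited ones (14.0 and 5.26) came within 1.5 times, and the other alternatives that gave a value did not.

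For 6 genes no alternative set before the data were examined came within 1.5 times of the paper's fold. The fold increases are the paper's 3.34 against 1.26 for MYH6, the paper's 2.85 against 1.27 for WASF2, the paper's 2.61 against 1.45 for ARHGDIA and the paper's 2.87 against 1.04 for EZR. The fold decreases are the paper's 2.56 against 1.21 for PTGS1 and the paper's 2.26 against 1.25 for UBQLN1. Taking another probe of the accession, a choice made after seeing the values, gave 2.53 for WASF2, 2.14 for ARHGDIA and 2.74 for EZR, and 1.86 as the fold decrease of UBQLN1, all within 1.5 times of the paper's values.

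The paper names TRPM8, CXCL12, TUBB1 and SELE as lower in cl-sh3. Here the probe of the accession in Table S2 was not well above background in both hybridizations in either RNA for any of the 4. For TRPM8, CXCL12 and TUBB1 the paper also reports lower levels by qPCR, which was not analysed here. The paper gives MMP19 as lower, while its brightest probe had a mean log2 ratio of 0.18. The paper places MARCKS among the upregulated genes and network partners of Figure 7A, and its mean log2 ratio was -0.18. The brightest probes of PVR and PPM1A, also placed among the upregulated genes, were under 2-fold in both hybridizations, and a dimmer PVR probe had a mean log2 ratio of 0.92. BCL2L1, CTGF, PCDH9, ALDH1A1 and NF2, which the paper calls changed, were under 2-fold in 1 or both hybridizations here. BCL2L1 met the 2-fold rule with offset 0 and, like CTGF, PCDH9 and ALDH1A1, with the scanner software's and the deposited log ratios. PCDH9 and ALDH1A1 also met it with offset 0, and CTGF and NF2 with median centring. On the mean of both hybridizations BCL2L1, CTGF, ALDH1A1 and NF2 met it, as did BCL2L1, CTGF and NF2 with cl-sh3 in Cy3 alone and ALDH1A1 with cl-sh3 in Cy5 alone.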

Other observations

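The 3 tests on the rows of Table S2 that were not at least 2-fold changed here were chosen after the values were seen.

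Table S3 lists 95 genes that the paper found to differ between RUNX1 and RUNX2 knockdown. Only the RUNX2 arm was measured here. Of the 52 listed as relatively upregulated in RUNX1 knockdown clones, 47 genes were measured, with a median log2 ratio of cl-sh3 over control of -0.65 (percentile 0 of random lists), and 44 were lower in both hybridizations. Of the 43 listed as relatively downregulated, 38 were measured, with a median of 0.49 (percentile 100), and 36 were higher in both. At least 2-fold changed were 5 of the former and 1 of the latter. The paper chose the list on these hybridizations among others, so the direction is not independent of that choice.

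More probes were lower than higher in cl-sh3. Centring alone is argued against as the whole cause, since the lowest share of lower probes under another centring was 61.7%. Requiring both RNAs to be well above background left 43 of the 44 higher and 140 of the 142 lower probes, a share of 76.5%. Probes that fail this filter therefore do not make up the excess. The filter removed so few changed probes that it cannot decide whether dimness among those left matters. The excess was not seen in each hybridization taken alone, with 47.2% lower when cl-sh3 was in Cy3, against 85.2% when it was in Cy5. Dye effects of single probes cancel in the mean of both, where 72.9% were lower. No biological explanation was tested.

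Whether rows of Table S2 that were not at least 2-fold changed here are mostly a matter of background was not settled. Without offset and filter, 149 of 287 rows stayed under 2-fold. Background signal is argued against as the cause for all of them, since 75.8% had an RNA well above background in both hybridizations. For the other 36 rows, or 24.2%, it stays open. None of the 138 rows that reached 2-fold was among the dim ones, but of 4935 probes not well above background only 11 reached 2-fold in both hybridizations, so this contrast decides nothing. The largest folds of Table S2 were affected most. Of 11 rows with a paper fold of at least 10, 8 were not well above background and 1 met the 2-fold rule. Another choice of probe is argued against as the main explanation too, since 16.1% of the 180 rows that did not meet the rule had another probe of the accession that did.

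Probes of one accession often differed. Beside a brightest probe that was at least 2-fold changed, 20 other probes followed it by at least 1.5-fold and 17 did not, RUNX2 among the accessions concerned. Lower signal of the probes that did not follow was considered as an explanation. Their median log2 intensity was 8.85 against 9.31, a difference of -0.46, but 8 of the 17 were brighter than the median of those that followed, and the question stays open with so few probes. Other transcripts or cross-hybridization were not tested.

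A chromosome Y gene, DAZ2, is among the downregulated rows of Table S2, although the cells come from an ovarian carcinoma. None of its 4 probes was at least 2-fold lower here. Of 28 probes of chromosome Y genes, 67.9% had an RNA well above background in both hybridizations, against 88.0% of all probes, and 0 were at least 2-fold changed. The median of the 16 measured genes was 0.00 (percentile 33.8). Their median log2 intensity was 7.51, against 9.01 for all probes. If the cells carry no chromosome Y, the flag for signal well above background is passed by probes without their own target. Between 0% and 1.96% of the negative control spots per channel carried the flag, which argues against a flag that is lenient for every probe. Why chromosome Y probes carried it more often was not tested. Whether DAZ2 shows background signal therefore stays open.

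A difference in copy number between the clones would shift neighbouring genes together. In gene order, 634 windows of 25 genes were compared with 1000 shuffles of the order, and 5 windows, 4 of them lower, had a median beyond the limit of 0.25 from the shuffles. The largest window medians were 0.29 for the genes from MAPK15 to CPSF1 and -0.28 for those from NFYB to ISCU. Only 1.80% of the 111 placed genes that were at least 2-fold changed lay in the 5 windows, against 0.774% of all genes, which argues against copy number over such windows as the cause of most changes. Shorter segments and the reason for the 5 windows were not tested.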
